# Characterisation of a Novel Fc Conjugate of Macrophage Colony-stimulating Factor

**DOI:** 10.1038/mt.2014.112

**Published:** 2014-07-29

**Authors:** Deborah J Gow, Kristin A Sauter, Clare Pridans, Lindsey Moffat, Anuj Sehgal, Ben M Stutchfield, Sobia Raza, Philippa M Beard, Yi Ting Tsai, Graeme Bainbridge, Pamela L Boner, Greg Fici, David Garcia-Tapia, Roger A Martin, Theodore Oliphant, John A Shelly, Raksha Tiwari, Thomas L Wilson, Lee B Smith, Neil A Mabbott, David A Hume

## Abstract

We have produced an Fc conjugate of colony-stimulating factor (CSF) 1 with an improved circulating half-life. CSF1-Fc retained its macrophage growth-promoting activity, and did not induce proinflammatory cytokines *in vitro.* Treatment with CSF1-Fc did not produce adverse effects in mice or pigs. The impact of CSF1-Fc was examined using the *Csf1r*-enhanced green fluorescent protein (EGFP) reporter gene in MacGreen mice. Administration of CSF1-Fc to mice drove extensive infiltration of all tissues by *Csf1r*-EGFP positive macrophages. The main consequence was hepatosplenomegaly, associated with proliferation of hepatocytes. Expression profiles of the liver indicated that infiltrating macrophages produced candidate mediators of hepatocyte proliferation including urokinase, tumor necrosis factor, and interleukin 6. CSF1-Fc also promoted osteoclastogenesis and produced pleiotropic effects on other organ systems, notably the testis, where CSF1-dependent macrophages have been implicated in homeostasis. However, it did not affect other putative CSF1 targets, notably intestine, where Paneth cell numbers and villus architecture were unchanged. CSF1 has therapeutic potential in regenerative medicine in multiple organs. We suggest that the CSF1-Fc conjugate retains this potential, and may permit daily delivery by injection rather than continuous infusion required for the core molecule.

## Introduction

The mononuclear phagocyte system is a family of cells comprising progenitors in the bone marrow (BM), circulating monocytes, and tissue macrophages.^1^ The proliferation, differentiation, and survival of these cells depends upon macrophage colony-stimulating factor (CSF1). Mutations in the *CSF1* locus produce pleiotropic effects on many tissues, reflecting many roles of macrophages in development and homeostasis.^2,3^ A subset of these effects can be mimicked by prolonged treatment with a blocking antibody against the CSF1 receptor (CSF1R).^4^ A *Csf1r*-enhanced green fluorescent protein (EGFP) transgene provides a marker for macrophages in tissues, and enables monitoring of the impacts of treatments that may alter tissue macrophage numbers.^5^ The effects of the blocking antibody supported the concept that macrophage survival/replacement in most tissues, with possible exception of the lung, requires continuous CSF1R signaling.^4,6^

Monocyte and macrophage numbers can be increased above the normal homeostatic levels by CSF1 treatment. Recombinant CSF1 has been tested in clinical trials for several indications,^2^ but has not yet found a clinical application. The original studies when the molecule was cloned focussed on cancer therapy as the indication.^7^ Further studies have been constrained by the cost of the agent. CSF1 has a very short half-life in the circulation of mice (1.6 hours), being cleared by CSF1R-mediated internalisation and degradation by Kupffer cells of the liver.^8^ Renal excretion becomes the major mechanism of clearance when the receptor-mediated clearance is saturated. The 150 amino acid active CSF1 protein produced in bacteria is well below the renal clearance threshold of around 68 kDa (the size of albumin), and consequently the majority of any injected bolus dose is rapidly removed by the kidney. Early studies of human CSF1 actions in mice by Hume et al.^2^ used the large glycoprotein form of the protein produced in mammalian cell culture. It was active with daily injections of 0.5–1 mg/kg. In subsequent studies using the smaller protein expressed in bacteria a 5–10-fold higher dose was required to achieve an increase in circulating monocyte numbers.^2^

When CSF1 was originally identified, it was administered by continuous infusion and was well-tolerated.^7^ The dose-limiting toxicity was thrombocytopenia, which recovered rapidly upon cessation of treatment.^7,9^ Recent studies have reinvigorated interest in CSF1 as a therapeutic agent in tissue repair.^2^ To enable reinvestigation of therapeutic applications of CSF1, especially preclinical evaluations in large animals, we sought to increase the half-life by producing a conjugate with the Fc region of immunoglobulin.^10^ Aside from increasing the molecular size, such conjugates bind the recycling neonatal Fc-receptor, which salvages the protein from endosomal degradation and may allow less frequent dosing of patients. The most studied example is Fc-erythropoietin (EPO), which is in clinical use.^10^ There are several other reports of functional Fc fusion proteins including G-CSF which, like EPO, is structurally related to CSF1. However, the production of active Fc conjugates may be complicated by inappropriate formation of disulphide bonds.^11^ In the case of CSF1, the active protein has three intrachain disulphides and is a disulphide-linked dimer. The additional concern is that a conjugate might potentially link CSF1 to macrophage Fc receptors, which could promote, rather than decrease clearance, or might activate the macrophages in unanticipated ways.^12^

The domestic pig has been used extensively in biomedical research, including preclinical studies of Fc conjugates of EPO.^13^ CSF1 from the domestic pig has the advantage of providing a molecule that is equally active across all mammalian species examined.^14^ We produced a pig CSF1-active fragment conjugated to CH-3 region of pig IgG1a. In this paper we describe the ability of this molecule to drive a massive expansion of tissue macrophage populations in mice. The actions of the molecule *in vivo* led to the surprising conclusion that CSF1 is involved in homeostatic control of the size of the liver and has pleiotropic effects in several other organ systems. These findings expand the potential applications of CSF1 therapy in regenerative medicine.

## Results

### Production and activity of pig CSF1-Fc

A fusion protein comprising pig CSF1 joined to the hinge-CH3 region of pig IgG1a (**Figure 1a**) was expressed in HEK293F cells and purified using Protein A affinity chromatography under contract from Genscript. We have previously demonstrated that pig CSF1 is biologically active on the mouse CSF1R.^14^ The activity of CSF1-Fc was tested in parallel with native recombinant pig CSF1 on the Ba/F3pCSF1R cell assay previously described^14^ and on pig BM cells. The CSF1-Fc protein was equally active on the cell line, and significantly more active on pig BM (**Figure 1b**). Prior to *in vivo* studies, we wished to be certain that the CSF1-Fc did not have any direct macrophage-activating effect, potentially through cross-linking of Fc receptors. Pig BM-derived macrophages (BMDM) were grown in CSF1 as described previously^15^ then treated with pig CSF1-Fc or lipopolysaccharide (LPS). Where LPS produced a massive increase in tumor necrosis factor (TNF) secretion there was no detectable response to CSF1-Fc (data not shown). To test the effect of the Fc conjugate on clearance, pig serum samples were collected at various time points following subcutaneous injection of either CSF1-Fc or CSF1 and assayed using an anti-CSF1 antibody ELISA developed in-house (**Figure 1c**). As anticipated, the administration of CSF1-Fc achieved a 10-100-fold higher peak concentration than unconjugated CSF1 alone, and an elevated concentration was maintained for up to 72 hours.

Previous studies in humans and primates have indicated that CSF1 is relatively well-tolerated.^7,16^ However, the Fc conjugate could produce a secondary stimulus. An initial study indicated that a daily dose of 0.5 mg/kg was sufficient to induce a twofold to threefold increase in total leukocytes after 3 days, and also produced substantial increases in tissue histiocytes in the liver (not shown). We subsequently treated a cohort of 13 newborn piglets with 0.5 mg/kg every second day for 2 weeks, and sacrificed them 2 weeks later. Animals were weighed and monitored continuously, and blood taken at days 1, 7, 13, and 24. As observed in patients treated with recombinant CSF1^7,9^, there was an increase in total white blood cells (WBC), which was not restricted to monocytes. Total WBC and total lymphocytes were increased transiently even in the control piglets; this was extended by the CSF1-Fc treatment. All of the WBC populations declined following the cessation of treatment. There was no evidence of increased temperature or behavioral changes during the treatment period, and all animals gained weight rapidly (**Supplementary Figure S1**). In summary, the CSF1-Fc conjugate appears active, safe, and well-tolerated in a large animal.

### CSF1-Fc expands macrophage populations in blood and organs

As noted in the introduction, the effects of CSF1 mutation in mice suggest that CSF1-dependent macrophages have many roles in homeostasis. Notwithstanding the apparent safety, side effects that have not been considered could constrain therapeutic applications of a much more active form of CSF1. To test the effect of CSF1-Fc in more detail in mice, we first performed a dose-response study. We treated daily to maintain continuous elevation of CSF1, since there is some evidence of decline in levels after 24 hours. It may be that less frequent treatment would produce the same outcome, but this has not been evaluated systematically. A series of 4 daily treatments with CSF1-Fc produced a maximal increase in blood leukocytes at 0.5 and 1 mg/kg. Administration of 1 mg/kg of recombinant pig CSF1 produced no detectable increase in circulating leukocytes or tissue macrophages, despite the equivalent activity in the *in vitro* assays (data not shown). We therefore used the dose of 1 mg/kg for subsequent studies. By contrast to many previous studies, and in the light of the known roles of CSF1 in both male and female fertility,^3^ we examined equal numbers of male and female mice. There was a significant increase in total body weight in the CSF1-Fc treated group (**Figure 2a**). The most obvious effect of the CSF1-Fc was hepatosplenomegaly, which was visibly evident upon necropsy, and which accounted for almost all of the body weight gain. Administration of CSF1-Fc doubled the spleen/body weight ratio (**Figure 2b**) and increased the liver/body weight ratio by 50% (**Figure 2c**). There was no difference in gross kidney or lung weight or organ/body weight ratios. The total WBC count was significantly increased in mice treated with CSF1-Fc, mainly due to monocytosis and neutrophilia (**Figure 2d**–**g**).

The *Csf1r*-EGFP^+^ MacGreen reporter mice^5^ provides a unique tool to monitor the response to CSF1-Fc. The increased numbers of EGFP^+^ cells in the lung, spleen, and liver (**Figure 3a**) after CSF1-Fc treatment was so great that it could be detected as a global increase in total fluorescence (**Figure 3b**). Increased macrophage numbers were confirmed by F4/80 immunostaining for both liver and spleen (**Figure 3c**). The effect of CSF1-Fc in the lung was unexpected. Prolonged treatment of mice with anti-CSF1R antibody was shown to deplete alveolar macrophages, but not interstitial macrophages.^6^ In the lung of CSF1-Fc treated mice, there was a twofold to threefold increase in EGFP^+^ cells that appeared to be confined to the interstitium. The increased numbers and diffuse infiltration of EGFP^+^ cells within the spleen of CSF1-Fc treated mice was so extensive it was impossible to identify the boundaries of the red and white pulp, implying that there was extensive infiltration of the lymphoid follicles by EGFP^+^ cells (**Figure 3a**,**b**). In the liver, the EGFP reporter gene is expressed solely in Kupffer cells which constitute about 8% of the total liver cell population.^5^ The relative proportion of EGFP^+^ cells was increased around twofold in the CSF1-Fc-treated mice (**Figure 3a**,**b**). The location of the positive cells was unchanged, and was consistent with the sinusoidal location of Kupffer cells (**Figure 3c**).

### Pleiotropic effects of CSF1-Fc treatment

The close physical and functional interaction between testicular interstitial macrophages (TIMs) and Leydig Cells is essential for normal testis function. TIMs have been demonstrated to be associated with development and function of LC and CSF1 has also been implicated in the control of male fertility and testosterone production.^17^ To preserve the histology of the testis for this application, the mice were perfusion fixed which decreases EGFP detection. Macrophages were localized in the testis of MacGreen mice injected with CSF1-Fc using anti-GFP antibody and confirmed using the Mac2 antibody, which detects galectin-3, and the anti-macrophage ER-HR3 antibody (data not shown). There was a clear increase in interstitial macrophage numbers in CSF1-Fc-treated animals compared to controls (**Figure 4a**). To assess the consequence of these changes, we examined the circulating levels of testosterone and luteinizing hormone (LH), which participates in a physiological feedback loop with testosterone, in the blood. The CSF-1-deficient *op/op* mouse was reported to have depleted levels of both testosterone and LH, indicating a disruption of the hypothalamic feedback loop.^17^ We demonstrated a significant increase in circulating testosterone, with no difference in circulating LH, in CSF1-Fc-treated animals compared to phosphate-buffered saline (PBS) controls (**Figure 4b**). CSF1 has been inferred to have direct effects on epithelial cell proliferation and differentiation in the intestine. The Paneth cells of the crypt appear to be depend upon CSF1 signaling, and are absent from the CSF1-deficient *op/op* mouse.^18^ The MacGreen reporter gene is not detected on any cells within the epithelium in the intestine, including the crypts and Paneth cells, but there are large numbers of EGFP^+^ cells in intimate contact with the underlying basement membrane (**Supplementary Figure S2a**). The lamina propria of MacGreen mice contains a very dense network of EGFP^+^ cells.^5^ Against this high background, we did neither detect any increase in EGFP^+^ cells following CSF1-Fc treatment, nor any overt change in villus thickness or architecture. Cryosections were immunostained to detect the Paneth cell marker, lysozyme in intestinal crypts. There was no difference in apparent numbers, location, or staining intensity between the control and CSF1-Fc treated samples, nor any effect on villus architecture or morphology to suggest impacts on epithelial proliferation (**Supplementary Figure S2b**). Together with RANK ligand, CSF1 can activate multiple intracellular signaling pathways in osteoclasts.^2,19^ The administration of CSF1-Fc caused a clear increase in the number of TRAP^+^ osteoclasts within the epiphyseal plate compared to PBS control mice (**Figure 5a**,**b**). Within the BM, there was a significant increase in the myeloid: erythroid ratio from the normal range of 1.3–1.5 to a ratio of 1.8–2.0 (**Figure 5b**). CSF1 treatment of mice was reported to increase the numbers of CSF1 responsive cells within the BM^20^, consistent with more recent evidence that it has a direct instructive role on progenitors.^21^ Marrow cells were also stained with the macrophage-specific antibody F4/80 and anti-Ly6C/G (Gr1). CSF1-Fc caused a large increase in the proportions of marrow cells that were EGFP^+^, F4/80^+^, and Gr1^+^ (**Figure 5c**).

### The origin of the increase in liver and spleen weight in CSF1-Fc treated mice

In the spleen, the majority of the increase in size was attributable to increased red pulp, and also to expansion of the marginal zones (**Figure 6a**). In the liver, the sinusoidal macrophage numbers were substantially increased. There was no evidence of hemostasis, no infiltration by other leukocytes such as neutrophils that would indicate tissue damage, nor of apoptosis of hepatocytes (**Figure 6b**). Histological examination revealed numerous mitotic figures in hepatocytes in the treated mice, where they were absent from controls. Accordingly, sections of liver, spleen, lung, and kidney were stained for proliferating cell nuclear antigen (PCNA). There was a significant increase in the number of PCNA^+^ cells in the liver and spleen of CSF1-Fc treated mice (**Figure 7a**,**b**). In the liver, the majority of PCNA^+^ cells were hepatocytes (**Figure 7a, black arrow**), but the PCNA^+^ cells within the sinusoids resembled Kupffer cells (**Figure 7a, red arrow**). Both nuclear and cytoplasmic PCNA staining was identified in the treated mice livers (**Figure 7a, dashed arrow**). A transition from cytoplasmic to nuclear PCNA staining in hepatocytes is also observed in regenerating liver.^22^ PCNA^+^ cells were distributed throughout the parenchyma. The same pattern of widespread hepatocyte proliferation is seen after partial hepatectomy, where new hepatocytes derive from preexisting hepatocytes rather than stem cells.^23^

CSF1-Fc can drive recruitment of cells to the peritoneal cavity, including both Ly6C^+^ monocytes and granulocytes, and many of the infiltrating cells are actively proliferative.^24^ To confirm the apparent proliferative capacity of the macrophages in the treated liver, we disaggregated the livers of control and CSF1-Fc treated mice following labeling with bromodeoxyuridine (BrdU), and examined the phenotype of the macrophages by FACS. The labeling index in the controls was <1% whereas around 10% of F4/80^+^ Kupffer cells were dual positive for the proliferative marker Ki67 and for BrdU labeling in the CSF1-Fc treated mice (**Figure 7c**). CSF1-Fc also produced a significant increase in splenic PCNA^+^ cells, probably reflecting the ability to drive extramedullary hemopoiesis^2^ (**Figure 7a**,**b**).

### Microarray data of liver gene expression

Gene expression arrays were used to determine whether there were any changes in liver function and whether there was expression of known hepatocyte growth factors. 

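Liver RNA was hybridized to Affymetrix Mouse Gene 1.1 ST arrays, which carry 1 colour and probe sets spread over whole transcripts. The arrays analysed here are 5, each from the liver of 1 mouse. There were 2 mice that received phosphate-buffered saline (PBS) and 3 that received CSF1-Fc at 1 mg/kg in 4 daily injections, with sacrifice on day 5. The legend of Figure 8 gives *n* = 3, and Figure 8b plots 2 control and 3 treated livers. The authors scanned the arrays, checked their quality in Expression Console and imported them into Partek Genomics Suite. The deposited values are normalized intensities on a linear scale for 35556 transcript rows, and the normalization is not given in the sources used here. The median intensity was 32.2 and 32.1 on the PBS arrays and 31.6, 31.1 and 33.0 on the CSF1-Fc arrays. Correlation of log2 values was 0.991 between the PBS arrays, 0.983 to 0.990 between CSF1-Fc arrays and 0.960 to 0.973 across the groups. Log2 values were compared with limma, with Benjamini-Hochberg adjustment over all rows and a threshold of an adjusted p of 0.05. Of the rows, 21218 carried 1 gene symbol in the platform annotation, 1881 carried several and 12457 were unnamed here, and a gene with several probes was represented by the probe with the highest mean. With 2 mice against 3 there are too few arrays for an exact permutation test to reach 0.05, and the number of arrays limits the precision of every value. Transcripts of the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* were at mean log2 intensities of 9.05, 7.86 and 7.59 in PBS livers and 8.66, 7.70 and 7.32 in CSF1-Fc livers, and *Xist* was at 3.11 and 2.72.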

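After CSF1-Fc, 2052 transcript rows were higher than in PBS livers and 1133 were lower at an adjusted p under 0.05 from limma, of 35556 tested. Among named genes, 1570 were higher and 743 were lower. The 10 largest rises that held in every CSF1-Fc mouse included those of *Serpinb10*, at 4.75 (standard error 0.15, adjusted p = 0.000282), and of *Ccl24*, an eosinophil chemokine, at 4.45 (standard error 0.35, adjusted p = 0.000773). The others were *Trem3* (4.45), *Ifitm6* (4.37), *Cd300e* (4.35), *Ccna2* (4.23), *Retnlg* (4.17), *Plac8* (4.14), *Mki67* (4.11) and *Asf1b* (4.11). *Serpinb10* and *Trem3* were dim in PBS livers, at mean log2 intensities of 3.29 and 3.86, as was *Rdh18-ps* in CSF1-Fc livers, at 3.34, so the size and the order of their changes are uncertain. The deepest falls were those of *Cyp4a14*, a fatty acid omega-hydroxylase, at -2.96 (standard error 0.25, adjusted p = 0.000985), and *Cyp4a31*, at -2.86 (standard error 0.22, adjusted p = 0.000737). After them came *Bcl6* (-2.42), *G6pc* (-2.22), *Rdh16* (-2.11), *Acaa1b* (-2.08), *Moxd1* (-2.05), *Acss3* (-2.03), *Prodh* (-2.02) and *Rdh18-ps* (-1.99). The PBS livers lay apart for *Bcl6*, at log2 intensities of 8.18 in replicate 1 and 9.40 in replicate 2, and for *Moxd1*, at 9.05 and 7.81. The counts rest on few mice: without PBS replicate 1 there were 1214 higher and 196 lower, without PBS replicate 2 1079 and 134, without CSF1-Fc replicate 1 1330 and 309, and without CSF1-Fc replicate 3 2053 and 1768. With no variance moderation there were 550 higher and 127 lower. Rows that rose were 64.4% of those past the threshold, and 90.2% when arrays were centred on transcripts of liver secreted proteins. The share was 47.3% with array weights and 45.0% at an unadjusted p under 0.05 from limma, so the excess of rises depends on the setting. Mean log2 intensities under 5 were those of *Retnlg* and *Asf1b* in PBS livers and *Cyp4a14* and *Acss3* in CSF1-Fc livers, where the size of a change is uncertain. No longer called without moderation were *Ccl24* (0.0714), *Ifitm6* (0.0628), *Retnlg* (0.0787), *Plac8* (0.0528), *Rdh18-ps* (0.134), *Cyp4a14* (0.071), *Cyp4a31* (0.0618), *Bcl6* (0.199), *G6pc* (0.209), *Rdh16* (0.125), *Moxd1* (0.197), *Acss3* (0.0503) and *Prodh* (0.0549). Calls ended, with the limma adjusted p in brackets, without PBS replicate 1 for *G6pc* (0.0956), without PBS replicate 2 for *Rdh18-ps* (0.0518), *Bcl6* (0.0818), *G6pc* (0.143) and *Rdh16* (0.0519) and without CSF1-Fc replicate 1 for *G6pc* (0.0773) and *Moxd1* (0.0781).

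**Figure D1:**
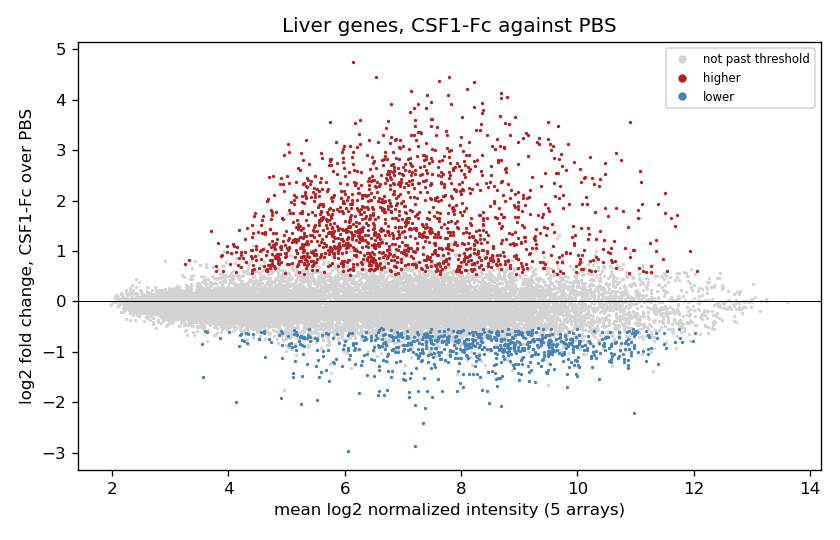
Each point is 1 named gene. The horizontal axis is its mean log2 normalized intensity over 5 arrays and the vertical axis its log2 fold change, CSF1-Fc over PBS; red points were higher and blue points lower at an adjusted p under 0.05. The highest point is *Serpinb10* at 4.75 and the lowest called point is *Cyp4a14* at -2.96.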

Of 2969 transcripts that were differentially expressed in the CSF1-Fc treated livers, 1020 genes were repressed by CSF1-Fc treatment and 1948 genes induced. To segregate these data into co-expressed gene sets that were likely to be expressed by liver cells versus macrophages, and genes potentially induced in the macrophages by exposure to LPS in the portal venous blood, the liver datasets were analyzed alongside data from BMDM cultured in CSF1, with or without stimulation with LPS.^25^ Network analysis of the normalized expression data was performed using BioLayout *Express*^3D^ as described previously.^25^ This generated a graph of 2,555 nodes representing distinct transcripts (**Figure 8a**). To identify groups of tightly co-expressed genes, the graph was clustered using the graph-based Markov clustering algorithm set at an inflation value (which determines the granularity of the clusters) of 1.8. This generated 45 clusters of co-expressed transcripts with membership sizes ranging from 690 to 4 nodes. **Figure 8b** shows the average expression profiles of the five largest clusters. Cluster 1 comprised of 690 transcripts collectively repressed in the livers of treated mice and absent or low-expressed in the BMDM samples. 

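Transcripts of hepatocyte regulators, transporters and conjugating enzymes were among those that fell. Of 25 genes of bile acid synthesis and transport, 2 were higher, 12 were lower and 11 did not pass the test (2 higher and 20 lower when adjusted over the list alone). The uptake transporters *Slco1a4* and *Slco1b2* fell, at -1.57 (standard error 0.25, adjusted p = 0.0127) and -1.49 (standard error 0.22, adjusted p = 0.0105), while the efflux transporter *Abcc4* rose, at 1.38 (standard error 0.20, adjusted p = 0.00906). This list had a median log2 fold change of -0.75, camera adjusted p = 1.81e-06 and adjusted p = 0.337 with an estimated correlation. Of 35 genes of phase II drug metabolism and esterases, 0 were higher, 9 were lower and 26 did not pass the test (1 higher and 17 lower when adjusted over the list alone), with a median log2 fold change of -0.43, camera adjusted p = 0.000167 and adjusted p = 0.343 with an estimated correlation. *Gstm3* was at 0.59 (standard error 0.14, adjusted p = 0.0552), and at 1.25 (adjusted p = 0.0067) by a second bright probe, and 1 of the genes was higher with the mean over probes. The carboxylesterases *Ces1e* and *Ces2a* had log2 fold changes of -1.53 and -1.44. Of 19 hepatocyte transcription factors, 1 was higher, 5 were lower and 13 did not pass the test (1 higher and 12 lower when adjusted over the list alone), with a median log2 fold change of -0.66, camera adjusted p = 0.00257 and adjusted p = 0.155 with an estimated correlation. The nuclear receptors *Nr5a2*, *Nr1i2* and *Thrb* were at -0.90, -0.85 and -0.81, and *Nr1h3*, which macrophages also express, was at 0.78. Bile acid genes higher numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 1 without CSF1-Fc replicate 1, 1 without CSF1-Fc replicate 2 and 1 without CSF1-Fc replicate 3. Bile acid genes lower numbered 1 without PBS replicate 1, 0 without PBS replicate 2 and 3 without CSF1-Fc replicate 1. Phase II genes lower numbered 4 without PBS replicate 1, 0 without PBS replicate 2, 3 without CSF1-Fc replicate 1 and 14 without CSF1-Fc replicate 3. Transcription factors higher numbered 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 2. Transcription factors lower numbered 0 without PBS replicate 1, 2 without PBS replicate 2, 1 without CSF1-Fc replicate 1 and 1 without CSF1-Fc replicate 2. Centred on liver secreted proteins, counts were 4 for bile acid genes lower, 3 for phase II genes lower, 0 for transcription factors higher and 0 for transcription factors lower. Without moderation of the variance there were 0 for bile acid genes higher, 1 for bile acid genes lower, 1 for phase II genes lower, 0 for transcription factors higher and 0 for transcription factors lower. On rows of 1 gene symbol and with array weights there were 19 and 19 for bile acid genes lower, 1 and 2 for phase II genes higher, 14 and 16 for phase II genes lower and 9 and 10 for transcription factors lower. Calls lost without moderation were those of *Slco1a4* (0.157), *Slco1b2* (0.142), *Abcc4* (0.129), *Ces1e* (0.179), *Ces2a* (0.118), *Nr5a2* (0.226), *Nr1i2* (0.14), *Thrb* (0.0962) and *Nr1h3* (0.149). Lost with arrays centred on secreted proteins were *Nr5a2* (0.142), *Nr1i2* (0.153), *Thrb* (0.208) and *Nr1h3* (0.0529). By limma the adjusted p (in brackets) no longer passed without PBS replicate 1 for *Slco1a4* (0.0852), *Slco1b2* (0.061), *Abcc4* (0.0767), *Nr5a2* (0.0941), *Nr1i2* (0.0671), *Thrb* (0.106) and *Nr1h3* (0.127), without PBS replicate 2 for *Slco1a4* (0.0883), *Slco1b2* (0.0912), *Abcc4* (0.0603), *Ces1e* (0.115), *Ces2a* (0.0734), *Nr5a2* (0.283), *Nr1i2* (0.191), *Thrb* (0.153) and *Nr1h3* (0.22), without CSF1-Fc replicate 1 for *Slco1b2* (0.0507), *Ces1e* (0.0549), *Nr5a2* (0.151), *Nr1i2* (0.0974), *Thrb* (0.0769) and *Nr1h3* (0.122) and without CSF1-Fc replicate 2 for *Nr5a2* (0.0926), *Nr1i2* (0.0505) and *Nr1h3* (0.0622).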

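Many enzymes of amino acid breakdown were lower in CSF1-Fc livers: of 45 measured, 0 were higher, 28 were lower and 17 did not pass the test (0 higher and 43 lower when adjusted over the list alone). In the same livers macrophage markers rose (27 of 28, median 2.42), and secreted protein genes between log2 8 and 12 had a median of -0.32. Some dilution by other cells therefore stays open as part of the falls. The PBS livers differed for the amino acid list by a median of -0.18, PBS replicate 1 being the lower. The proline dehydrogenase *Prodh* fell to -2.02 (standard error 0.17, adjusted p = 0.000916), and *Csad* and *Gldc*, of taurine synthesis and glycine cleavage, were at -1.41 and -1.28. Of 33 genes of fatty acid oxidation and ketogenesis, 1 was higher, 18 were lower and 14 did not pass the test (1 higher and 28 lower when adjusted over the list alone); the peroxisomal thiolase *Acaa1b* was at -2.08 (standard error 0.14, adjusted p = 0.00045). Of 30 genes of fatty acid and triglyceride synthesis, 0 were higher, 9 were lower and 21 did not pass the test (0 higher and 18 lower when adjusted over the list alone), led by *Acacb* at -1.71 (standard error 0.25, adjusted p = 0.00938). Among 85 cytochrome P450 genes, 3 were higher, 18 were lower and 64 did not pass the test (3 higher and 34 lower when adjusted over the list alone), and the 3 that rose included *Cyp4f18* at 2.49 (standard error 0.18, adjusted p = 0.000552), which leukocytes express. Glycolysis and gluconeogenesis genes moved both ways, and of 27 measured, 6 were higher, 7 were lower and 14 did not pass the test (7 higher and 13 lower when adjusted over the list alone). The glucose-6-phosphatase *G6pc* was at -2.22 (standard error 0.40, adjusted p = 0.0207), while the hexokinases *Hk3* and *Hk2* and the kinase *Pkm*, forms outside the hepatocyte, were at 2.83, 2.07 and 2.33. By camera, the amino acid list had a median log2 fold change of -0.88, camera adjusted p = 4.14e-17 and adjusted p = 0.235 with an estimated correlation. The fatty acid oxidation list had a median log2 fold change of -0.74, camera adjusted p = 6.34e-11 and adjusted p = 0.195 with an estimated correlation, the fatty acid synthesis list a median log2 fold change of -0.65, camera adjusted p = 3.46e-06 and adjusted p = 0.221 with an estimated correlation, the cytochrome P450 list a median log2 fold change of -0.40, camera adjusted p = 8.03e-08 and adjusted p = 0.221 with an estimated correlation and the glycolysis list a median log2 fold change of -0.16, camera adjusted p = 0.498 and adjusted p = 0.82 with an estimated correlation. At a mean log2 intensity under 5 were *Cyp4f18*, *Hk3* and *Hk2* in PBS livers, where the size of a change is uncertain. Amino acid genes lower numbered 4 without PBS replicate 1, 1 without PBS replicate 2 and 4 without CSF1-Fc replicate 1. Fatty acid oxidation genes higher numbered 0 without PBS replicate 1, 0 without PBS replicate 2 and 0 without CSF1-Fc replicate 1. Fatty acid oxidation genes lower numbered 4 without PBS replicate 1, 2 without PBS replicate 2 and 7 without CSF1-Fc replicate 1. Fatty acid synthesis genes lower numbered 3 without PBS replicate 1, 4 without PBS replicate 2 and 5 without CSF1-Fc replicate 1. Cytochrome P450 genes higher numbered 1 without PBS replicate 2. Cytochrome P450 genes lower numbered 6 without PBS replicate 1, 2 without PBS replicate 2 and 6 without CSF1-Fc replicate 1. Glycolysis genes higher numbered 3 without PBS replicate 1, 3 without PBS replicate 2 and 3 without CSF1-Fc replicate 1. Glycolysis genes lower numbered 1 without PBS replicate 1, 0 without PBS replicate 2, 1 without CSF1-Fc replicate 1 and 2 without CSF1-Fc replicate 2. Counts after centring on liver secreted proteins were 8 for amino acid genes lower, 4 for fatty acid oxidation genes lower, 5 for fatty acid synthesis genes lower, 8 for cytochrome P450 genes lower and 3 for glycolysis genes lower. The counts with no variance moderation were 3 for amino acid genes lower, 0 for fatty acid oxidation genes higher, 3 for fatty acid oxidation genes lower, 2 for fatty acid synthesis genes lower, 0 for cytochrome P450 genes higher, 1 for cytochrome P450 genes lower, 1 for glycolysis genes higher and 1 for glycolysis genes lower. With rows of 1 gene symbol and with array weights, counts were 0 and 1 for fatty acid synthesis genes higher, 16 and 18 for fatty acid synthesis genes lower, 33 and 34 for cytochrome P450 genes lower and 11 and 12 for glycolysis genes lower. Unmoderated, the limma adjusted p was above 0.05 for *Prodh* (0.0549), *Csad* (0.134), *Gldc* (0.175), *Acacb* (0.144), *Cyp4f18* (0.0503), *G6pc* (0.209), *Hk3* (0.0671) and *Hk2* (0.0775). Single mice decided some calls, which were lost without PBS replicate 1 for *Acacb* (0.0627) and *G6pc* (0.0956), without PBS replicate 2 for *Csad* (0.0701), *Gldc* (0.145), *Acacb* (0.0795) and *G6pc* (0.143) and without CSF1-Fc replicate 1 for *Gldc* (0.0535) and *G6pc* (0.0773).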

The gene ontology (GO) annotation indicated enrichment for intermediary metabolism, and the list includes numerous enzymes of glucose, amino acid, and lipid metabolism and cytochrome P450 members. The most interesting members of this cluster were the growth hormone receptor (*Ghr*), glucagon receptor (*Gcgr*), and insulin receptor (*Insr*), which could be linked to the changes in metabolism. 

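Transcripts of the 3 hormone receptors were lower in CSF1-Fc livers, each by a factor of 1.59 to 1.65. *Ghr* had a log2 fold change of -0.67 (standard error 0.12, adjusted p = 0.0232), with a mean log2 intensity of 11.62 ± 0.06 (SD, 2 mice) in PBS and 10.95 ± 0.07 (SD, 3 mice) in CSF1-Fc livers. *Gcgr* had a log2 fold change of -0.71 (standard error 0.13, adjusted p = 0.0206), and *Insr* had a log2 fold change of -0.72 (standard error 0.15, adjusted p = 0.0355), all from limma. A second *Insr* probe was at -0.88 with an adjusted p of 0.0549. All 3 CSF1-Fc livers lay below both PBS livers for each receptor. In the order *Ghr*, *Gcgr* and *Insr*, the limma adjusted p was 0.166, 0.146 and 0.167 without PBS replicate 1, 0.145, 0.145 and 0.221 without PBS replicate 2, 0.104, 0.0902 and 0.109 without CSF1-Fc replicate 1, 0.0554, 0.0613 and 0.148 with no variance moderation and 0.405, 0.394 and 0.36 with arrays centred on liver secreted proteins, where the log2 fold changes were -0.43, -0.46 and -0.47.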

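Albumin mRNA, the most abundant product of hepatocytes, was at the same level in both groups within the error. *Alb* had a mean log2 intensity of 13.22 ± 0.03 (SD, 2 mice) in PBS livers and 13.26 ± 0.03 (SD, 3 mice) in CSF1-Fc livers. Its log2 fold change was 0.03 (standard error 0.12, adjusted p = 0.906), with a 95% interval of -0.25 to 0.32 from limma. Of 33 genes of proteins that the liver secretes, 0 were higher, 0 were lower and 33 did not pass the test (0 higher and 0 lower when adjusted over the list alone). For these genes, at an unadjusted p under 0.05 from limma, 1 was higher and 5 lower. The median log2 fold change of the list was -0.15 (camera adjusted p = 0.0721, and 0.524 with an estimated correlation). The number lower was 2 with rows of 1 gene symbol and 4 with array weights, and 1 with no variance moderation. Its lowest p belonged to *Proc*, the gene of protein C, at -0.51 (standard error 0.15, adjusted p = 0.0958). The highest value in the table is a log2 intensity of 13.64, so *Alb* lies near the top of the scale, and 21 of the list's genes have means above 12.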

Note that the repressed cluster did not contain liver-specific genes such as albumin (*Alb*), which indicates *inter alia* that the influx of macrophages is not sufficient to dilute the hepatocyte contribution to the total mRNA pool.

Cluster 2 (545 transcripts) contained genes expressed in BMDMs (regardless of LPS treatment) that were also inducible in CSF1-Fc treated livers. As anticipated, this cluster is clearly enriched in known macrophage-specific genes, including *Emr1* (F4/80), *Csf1r*, *Itgam* (CD11b), *CD68, lyz1* (lysozyme), and *Mpeg1* consistent with an increase in macrophage representation within the total mRNA pool of treated livers. 

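Macrophage transcripts rose together in CSF1-Fc livers. Of 28 macrophage markers, 27 were higher, 0 were lower and 1 did not pass the test (27 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 2.42, camera adjusted p = 4.28e-33 and adjusted p = 0.104 with an estimated correlation. *Adgre1*, which encodes F4/80, rose by a log2 fold change of 2.62 (standard error 0.13, adjusted p = 0.000357), or 6.15-fold, and the CSF1 receptor gene *Csf1r* by 1.93 (standard error 0.17, adjusted p = 0.00105). The other macrophage genes that the paper names were at 2.52 (standard error 0.26, adjusted p = 0.00228) for *Itgam*, 2.87 (standard error 0.19, adjusted p = 0.000467) for *Cd68*, 1.30 (standard error 0.18, adjusted p = 0.00849) for *Lyz1* and 1.94 (standard error 0.18, adjusted p = 0.00155) for *Mpeg1*. Markers of resident Kupffer cells rose as well: of 16, 13 were higher, 1 was lower and 2 did not pass the test (13 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 1.88, camera adjusted p = 5.55e-12 and adjusted p = 0.155 with an estimated correlation. Examples were the phosphatidylserine receptor *Timd4* at 2.72 and the scavenger receptor family member *Cd5l* at 2.58. Of 16 inflammatory monocyte markers, 13 were higher, 0 were lower and 3 did not pass the test (13 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 2.26, camera adjusted p = 4.07e-14 and adjusted p = 0.104 with an estimated correlation, and the chemokine receptor *Ccr2* was at 3.58 (standard error 0.23, adjusted p = 0.00045). In the same livers 13 of 18 neutrophil markers were higher. From the macrophage genes the paper proposes that macrophages made up a larger part of the total mRNA pool of treated livers. At a mean log2 intensity under 5 were *Lyz1* and *Ccr2* in PBS livers, where the size of a change is uncertain. Kupffer cell markers lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2 and 0 without CSF1-Fc replicate 1. Neutrophil markers higher numbered 7 without PBS replicate 2 and 7 without CSF1-Fc replicate 1. Centred on liver secreted proteins, counts were 0 for Kupffer cell markers lower. Without moderation of the variance there were 12 for macrophage markers higher, 7 for Kupffer cell markers higher, 0 for Kupffer cell markers lower, 2 for inflammatory monocyte markers higher and 1 for neutrophil markers higher. Calls lost without moderation were those of *Csf1r* (0.0563), *Itgam* (0.0971), *Cd68* (0.0503), *Lyz1* (0.118), *Mpeg1* (0.0692) and *Ccr2* (0.0508). The limma adjusted p rose above 0.05 without PBS replicate 1 for *Lyz1* (0.0737).

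**Figure D2:**
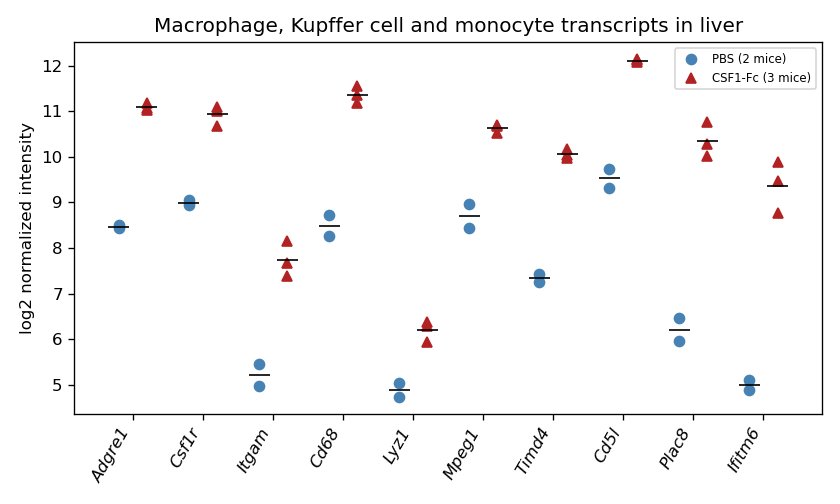
Log2 normalized intensity of 10 genes in each liver. Circles are the 2 PBS mice, triangles the 3 CSF1-Fc mice and lines the group means. All CSF1-Fc livers lie above both PBS livers for each gene, with *Ifitm6* apart by 4.37 and *Lyz1* by 1.30.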

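The chemokine genes *Ccl2*, *Ccl7* and *Ccl3*, which the paper names, were higher in CSF1-Fc livers. *Ccl2* rose by a log2 fold change of 2.71 (standard error 0.28, adjusted p = 0.00232) and *Ccl7* by 2.57 (standard error 0.24, adjusted p = 0.00145). *Ccl3* was at 1.85 (standard error 0.36, adjusted p = 0.0261). Of 32 chemokine genes, 14 were higher, 1 was lower and 17 did not pass the test (15 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.37, camera adjusted p = 2.66e-06 and adjusted p = 0.221 with an estimated correlation. Besides *Ccl24*, the platelet and macrophage chemokine *Pf4* was at 3.60 (standard error 0.28, adjusted p = 0.000737) and *Ccl6* at 3.48 (standard error 0.34, adjusted p = 0.00181). The gene that fell was *Ccl25*, at -0.57 (standard error 0.13, adjusted p = 0.0487), while a second probe was at -0.53 with an adjusted p of 0.0653, and 0 chemokine genes were lower with the mean over probes. Mean log2 intensities under 5 were those of *Ccl7* and *Ccl3* in PBS livers, where the size of a change is uncertain. Chemokine genes higher numbered 7 without PBS replicate 1, 5 without PBS replicate 2 and 7 without CSF1-Fc replicate 1. Chemokine genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 2. With centring on liver secreted proteins there were 0 for chemokine genes lower. The counts with no variance moderation were 0 for chemokine genes higher and 0 for chemokine genes lower. With rows of 1 gene symbol and with array weights, counts were 2 and 2 for chemokine genes lower. Unmoderated, the limma adjusted p was above 0.05 for *Ccl2* (0.1), *Ccl7* (0.0802), *Ccl3* (0.223), *Ccl24* (0.0714), *Pf4* (0.0664), *Ccl6* (0.0962) and *Ccl25* (0.105). Centring on secreted proteins ended the calls of *Ccl25* (0.536). Calls ended, with the limma adjusted p in brackets, without PBS replicate 1 for *Ccl3* (0.0814) and *Ccl25* (0.165), without PBS replicate 2 for *Ccl3* (0.181) and *Ccl25* (0.315), without CSF1-Fc replicate 1 for *Ccl25* (0.171) and without CSF1-Fc replicate 2 for *Ccl25* (0.0963).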

The cluster also contains the chemokines *Ccl2, Ccl3*, and *Ccl7.* Clusters 3 and 6 also contained genes inducible in CSF1-Fc treated livers, but in contrast to cluster 2, these 378 transcripts were down-regulated by LPS in BMDMs. Both these clusters contain numerous cell-cycle associated genes, including *Pcna,* identified previously in cluster of a mouse gene expression atlas^26^; they may differ in the stages of the cycle they represent. 

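Genes of S phase and of the G2 and M phases rose almost without exception, and cell-cycle inhibitors and D cyclins in part. Of 33 genes of the G2 and M phases, 33 were higher, 0 were lower and 0 did not pass the test (33 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 2.83, camera adjusted p = 1.85e-42 and adjusted p = 0.123 with an estimated correlation. Of 33 genes of S phase and replication, 31 were higher, 0 were lower and 2 did not pass the test (32 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.71, camera adjusted p = 6.93e-29 and adjusted p = 0.104 with an estimated correlation. *Pcna*, the sliding clamp of DNA polymerase, rose by a log2 fold change of 1.49 (standard error 0.13, adjusted p = 0.00106), or 2.8-fold. The mitotic cyclin gene *Ccnb2* was at 4.06 (standard error 0.12, adjusted p = 0.000282), the kinase gene *Aurkb* at 3.91 (standard error 0.16, adjusted p = 0.000357) and the helicase subunit genes *Mcm5* and *Mcm6* at 2.88 and 2.90. Of 17 cell-cycle inhibitors and D cyclins, 6 were higher, 0 were lower and 11 did not pass the test (8 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.45, camera adjusted p = 0.000645 and adjusted p = 0.221 with an estimated correlation. *Ccnd1*, the cyclin of entry into the cycle, was at 1.46 (standard error 0.21, adjusted p = 0.00903) and the inhibitor *Cdkn1a* at 0.96 (standard error 0.22, adjusted p = 0.0476). The arrays measure whole liver and do not assign these transcripts to a cell type. Dim, with a mean log2 intensity under 5, were *Aurkb* in PBS livers, where the size of a change is uncertain. Inhibitors and D cyclins higher numbered 2 without PBS replicate 1, 1 without PBS replicate 2, 1 without CSF1-Fc replicate 1 and 3 without CSF1-Fc replicate 2. Inhibitors and D cyclins lower numbered 1 without PBS replicate 2. Fitted without variance moderation, counts were 10 for S phase genes higher, 18 for G2 and M phase genes higher and 0 for inhibitors and D cyclins higher. The unmoderated adjusted p was above 0.05 for *Mcm5* (0.0557), *Ccnd1* (0.133) and *Cdkn1a* (0.239). By limma the adjusted p (in brackets) no longer passed without PBS replicate 1 for *Cdkn1a* (0.079), without PBS replicate 2 for *Ccnd1* (0.0801) and *Cdkn1a* (0.286), without CSF1-Fc replicate 1 for *Cdkn1a* (0.14) and without CSF1-Fc replicate 2 for *Cdkn1a* (0.0866).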

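*Plau* was 6.29-fold higher in CSF1-Fc livers. Its mean log2 intensity was 4.40 ± 0.06 (SD, 2 mice) in PBS livers and 7.05 ± 0.30 (SD, 3 mice) in CSF1-Fc livers, a log2 fold change of 2.65 (standard error 0.20, adjusted p = 0.000628) from limma. *Plaur*, the gene of its receptor, rose as well, at 1.66 (standard error 0.13, adjusted p = 0.000692). With no variance moderation the adjusted p of *Plau* was 0.0549, within a range of 1.28e-05 to 0.0549 over the alternatives. At a mean log2 intensity under 5 were *Plau* and *Plaur* in PBS livers, where the size of a change is uncertain.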

Cluster 3 also contains the well-characterized CSF1 target gene, *Plau* (urokinase plasminogen activator).^27^ Their repression in the BMDM is consistent with the known ability of LPS to block CSF1 action and cause growth arrest in these cells.^28^ Finally, and importantly, there is a cluster of genes (Cluster 4) that is induced by LPS in the BMDM and also induced, to a lesser extent, in the CSF1-Fc treated livers. These include both pro-inflammatory (*Il1*, *Il6,* and *Tnf*), and anti-inflammatory (*Il10*) cytokines, several chemokines (*Cxcl10*, *Cxcl16*) and numerous known targets of interferon signaling (e.g. *Oas1, Gbp3, Ifit1, Irf7, etc.*) identified previously.^25,26^ Hence, the infiltration of the liver by macrophages in response to CSF1-Fc is accompanied by induction of classical proinflammatory cytokines. 

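Several cytokine genes and most interferon targets were higher in CSF1-Fc livers. *Tnf* rose by a log2 fold change of 1.30 (standard error 0.23, adjusted p = 0.0203), *Il1a* by 1.52 (standard error 0.17, adjusted p = 0.00307), *Il6* by 0.91 (standard error 0.16, adjusted p = 0.0208) and the anti-inflammatory *Il10* by 1.10 (standard error 0.20, adjusted p = 0.0227). *Il1b* was at 0.02 (standard error 0.18, adjusted p = 0.963). *Il6* and *Il10* were dim, at mean log2 intensities of 3.33 and 3.32 in PBS and 4.24 and 4.42 in CSF1-Fc livers. The chemokine gene *Cxcl10* was at 1.50 (standard error 0.30, adjusted p = 0.0298) and *Cxcl16* at 0.86 (standard error 0.20, adjusted p = 0.0541). Of 42 interferon targets, 30 were higher, 0 were lower and 12 did not pass the test (35 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.21, camera adjusted p = 6.94e-23 and adjusted p = 0.155 with an estimated correlation. Those that the paper names were at 2.53 (standard error 0.21, adjusted p = 0.000937) for *Oas1a*, 1.47 (standard error 0.14, adjusted p = 0.00135) for *Gbp3*, 0.90 (standard error 0.16, adjusted p = 0.0214) for *Ifit1* and 1.94 (standard error 0.17, adjusted p = 0.000996) for *Irf7*. Of 35 cytokine genes, 8 were higher, 0 were lower and 27 did not pass the test (8 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.10, camera adjusted p = 0.00297 and adjusted p = 0.343 with an estimated correlation. Mean log2 intensities under 5 were those of *Il6* and *Il10* in PBS livers, where the size of a change is uncertain. Interferon targets higher numbered 16 without PBS replicate 2. Cytokine genes higher numbered 4 without PBS replicate 1, 3 without PBS replicate 2 and 3 without CSF1-Fc replicate 1. Without moderation of the variance there were 3 for interferon targets higher and 1 for cytokine genes higher. Calls lost without moderation were those of *Tnf* (0.182), *Il1a* (0.0783), *Il6* (0.138), *Il10* (0.176), *Cxcl10* (0.226), *Oas1a* (0.065), *Ifit1* (0.141) and *Irf7* (0.0551). Single mice decided some calls, which were lost without PBS replicate 1 for *Tnf* (0.0515), *Il6* (0.146), *Il10* (0.139), *Cxcl10* (0.101) and *Ifit1* (0.0544), without PBS replicate 2 for *Tnf* (0.152), *Il6* (0.0643), *Il10* (0.126), *Cxcl10* (0.199) and *Ifit1* (0.171), without CSF1-Fc replicate 1 for *Tnf* (0.0643), *Il6* (0.0847), *Il10* (0.0783), *Cxcl10* (0.109) and *Ifit1* (0.0899) and without CSF1-Fc replicate 2 for *Cxcl10* (0.056).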

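Part of the markers of classical and of alternative macrophage activation rose. Macrophage markers rose in the same livers by a median of 2.42, above the medians of both lists, so more macrophages stay open as the cause. The rises thus do not show a change of activation per macrophage. Of 16 classical markers, 10 were higher, 0 were lower and 6 did not pass the test (10 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.99, camera adjusted p = 7.76e-07 and adjusted p = 0.201 with an estimated correlation. The costimulatory genes *Cd86*, *Cd80* and *Cd40* were at 3.00 (standard error 0.13, adjusted p = 0.000357), 1.86 and 1.79. *Nos2*, the inducible nitric oxide synthase, was at 0.16 (standard error 0.13, adjusted p = 0.538) and *Ptgs2* at -0.22 (standard error 0.15, adjusted p = 0.447). Of 17 alternative markers, 7 were higher, 0 were lower and 10 did not pass the test (7 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.35, camera adjusted p = 4.69e-05 and adjusted p = 0.155 with an estimated correlation. The pattern receptor *Clec7a* was at 2.65 (standard error 0.24, adjusted p = 0.00122) and *Cd163* at 2.60 (standard error 0.22, adjusted p = 0.00104). Dim, with a mean log2 intensity under 5, were *Cd80* and *Cd40* in PBS livers, where the size of a change is uncertain. Classical markers higher numbered 4 without PBS replicate 1, 4 without PBS replicate 2 and 4 without CSF1-Fc replicate 1. Alternative markers higher numbered 3 without PBS replicate 1, 3 without PBS replicate 2 and 4 without CSF1-Fc replicate 1. The counts with no variance moderation were 1 for classical markers higher and 0 for alternative markers higher. With rows of 1 gene symbol and with array weights, counts were 0 and 1 for alternative markers lower. Unmoderated, the limma adjusted p was above 0.05 for *Cd80* (0.0528), *Cd40* (0.0513), *Clec7a* (0.0751) and *Cd163* (0.0693).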

Interestingly, despite the expression of these genes, the inducible gene clusters did not include any known hepatocyte acute-phase gene products.

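Of 29 acute phase genes, 2 were higher, 0 were lower and 27 did not pass the test (2 higher and 0 lower when adjusted over the list alone). The genes that rose were *Il1rn*, the IL-1 receptor antagonist, at 1.60 (standard error 0.26, adjusted p = 0.0149), and the endotoxin co-receptor *Cd14* at 1.09 (standard error 0.18, adjusted p = 0.0142), both of which macrophages also express. The serum amyloid gene *Saa2* had a log2 fold change of -0.95 (standard error 1.00, adjusted p = 0.641), *Orm2* of -1.66 (standard error 0.96, adjusted p = 0.373) and *Lcn2* of 0.46 (standard error 0.95, adjusted p = 0.833). The PBS livers lay far apart for these genes. *Saa2* was at a log2 intensity of 12.37 in PBS replicate 1 and 8.80 in PBS replicate 2, against 8.78 to 10.16 in CSF1-Fc livers, and *Lcn2* at 10.86 and 7.24, against 9.26 to 9.94. The list had a median log2 fold change of -0.21, camera adjusted p = 0.392 and adjusted p = 0.8 with an estimated correlation. Without PBS replicate 1, 5 of the genes were higher by limma, namely *Mt2* at 2.79 (adjusted p = 0.00444), *Il1rn*, *Lcn2* at 2.27 (adjusted p = 0.0196), *Mt1* at 1.85 (adjusted p = 0.0313) and *Apcs* at 1.05 (adjusted p = 0.0494). Without PBS replicate 2, 0 were higher by limma, and without CSF1-Fc replicate 1, CSF1-Fc replicate 2 and CSF1-Fc replicate 3 the numbers were 1, 2 and 2. The number lower was 2 without PBS replicate 2, 2 with rows of 1 gene symbol and 2 with array weights. The number higher was 0 with no variance moderation and 3 with rows of 1 gene symbol. The unmoderated adjusted p was above 0.05 for *Il1rn* (0.172) and *Cd14* (0.134). The limma adjusted p rose above 0.05 without PBS replicate 1 for *Cd14* (0.109), without PBS replicate 2 for *Il1rn* (0.0755) and *Cd14* (0.0868) and without CSF1-Fc replicate 1 for *Il1rn* (0.0617).

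**Figure D3:**
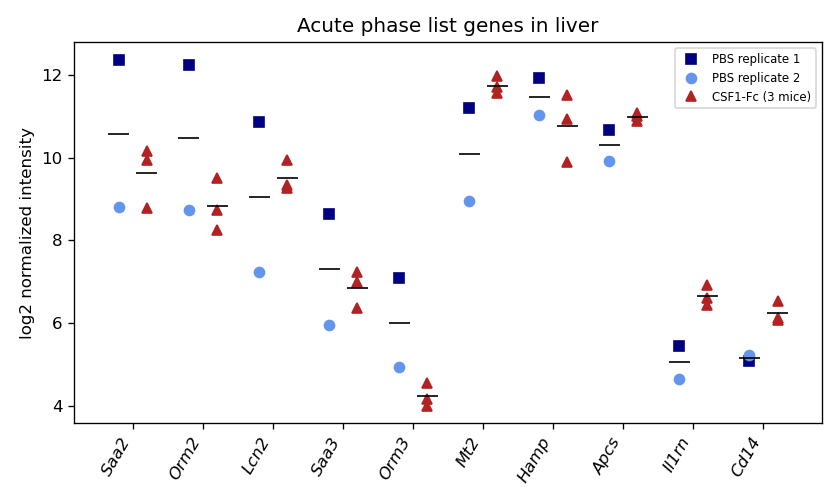
Log2 normalized intensity of 10 acute phase list genes in each liver, chosen after their values were seen. The square is PBS replicate 1, the circle PBS replicate 2, triangles the 3 CSF1-Fc mice and lines the group means. *Saa2* is at 12.37 in PBS replicate 1 and at 8.80 in PBS replicate 2.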

## Discussion

This study describes the biological efficacy of an Fc conjugate of CSF1. As shown in **Figure 1c**, the Fc addition to pig CSF1 increased the circulating half-life substantially without reducing biological efficacy measured on factor-dependent cells. There was formal possibility that the CSF1-Fc would trigger proinflammatory cytokine production by signaling through the Fc receptor, CD64^29^. However, the conjugate did not induce pro-inflammatory cytokine release *in vitro*. More importantly, *in vivo*, there was no evidence of pyrexia or weight loss in treated mice or pigs, nor any infiltration of the tissues by granulocytes indicative of acute tissue inflammation.

With the CSF1-Fc, daily injections can maintain a maximally active concentration, and even dosing every second day produced elevated monocyte numbers in the pig (**Supplementary Figure S1**). CSF1-Fc thus provides a novel reagent to study the role of macrophages in immunity, repair, and homeostasis.^2^ Using this novel new agent, we sought evidence for an effect of excess CSF1 on CSF1-dependent pathways identified from studies of the *op/op* mice. There is no evidence for the expression of the *Csf1r*–EGFP transgene within epithelia in any region of the gut.^5^ The intimate association of *Csf1r*-EGFP positive macrophages with the crypt epithelium (**Supplementary Figure S2a**) could produce indirect effects, but CSF1-Fc had no effect on epithelial architecture or Paneth cell numbers (**Supplementary Figure S2b**). By contrast, and in keeping with known dependence of osteoclasts upon CSF1, the administration of CSF1-Fc greatly increased their numbers within the epiphyseal plate (**Figure 6a**,**b**). This finding indicates that osteoclast numbers are sensitive to the availability of CSF1 in the steady state. There was no change in bone density or trabecular architecture in the short time frame examined. The treatment will not necessarily reduce bone density, because of the tight coupling of calcium homeostasis. In fact, Lloyd et al.^30^ found that bone density was increased in mice administered high-dose rh-CSF1 for 21 days and CSF1 can promote intramembranous ossification in a fracture model.^31^ These findings may reflect a separate role for the abundant population of CSF1-dependent macrophages that line bone surfaces.^32^ CSF1-Fc could therefore find applications in treatment of bone injury and osteoporosis.

The *op/op* mouse has deficiencies in both male and female fertility.^3^ Previous studies have described the close physical and functional relationship between TIMs and Leydig cells and the role of CSF1 in control of male fertility. CSF1 may also control testosterone production at the level of the hypothalamus and pituitary, by influencing the negative-feedback control of LH secretion.^17^ We demonstrated that CSF1-Fc increased TIM numbers and supported increased testosterone production, over and above the normal stimulation provided by pituitary LH (**Figure 4**). Furthermore, the observed increase in serum testosterone occurred in the absence of a change in circulating LH concentration. These data suggest that CSF1 acts both to support testosterone production at the level of the testis, and also to disrupt the negative-feedback mechanism at the level of the hypothalamus and pituitary. Our data indicate for the first time that the availability of CSF1 can control testosterone production in an adult animal. As such CSF1-Fc has a potential role as a gonadotropin-independent promoter of testicular testosterone production, with potential applications in medical and agricultural areas.

The most striking and unexpected effect of CSF1-Fc was the 50% increase in the size of the liver (**Figure 2c**). By comparison, there was a 15–37% increase in liver weight of mice infused with hepatocyte growth factor.^33^ Neither the *Csf1r*-EGFP transgene,^5^ nor *Csf1r* mRNA^34^ is expressed by hepatocytes. So, as in the context of renal regeneration and lung development,^35^ we favor an indirect effect via macrophage-expressed gene products. Broadly speaking, macrophages elicited by CSF1 treatment fall within the broad M2 or alternative classification of activation states,^35^ but the actions of CSF1 are quite distinct from those of the alternative activator, IL4^24^. Following removal of two-thirds of the liver, the remaining liver becomes hyperplastic and mature hepatocytes replicate to restore the original liver mass.^36^ As many as 95% of normally quiescent hepatocytes enter into the cell cycle in response to the priming cytokines (TNF*α* and IL-6) followed by progression through the cell cycle in response to growth factors such as hepatocyte growth factor, epidermal growth factor, and transforming growth factors.^36,37^ The treatment with CSF1-Fc largely mimics the effect of partial hepatectomy. 

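Of 30 hepatocyte growth factors and activators, 6 were higher, 1 was lower and 23 did not pass the test (6 higher and 3 lower when adjusted over the list alone). Besides *Plau* and *Plaur*, the growth factor gene *Hbegf* rose, at 1.35 (standard error 0.12, adjusted p = 0.00115), and *Fgf1* fell, at -0.98 (standard error 0.14, adjusted p = 0.0095). *Hgf*, the gene of hepatocyte growth factor, was at -0.45 (standard error 0.19, adjusted p = 0.222), *Egf* at -0.32 (standard error 0.15, adjusted p = 0.269) and *Tgfa* at -0.41 (standard error 0.15, adjusted p = 0.156). With array weights *Hgf* and *Tgfa* were lower, at -0.67 and -0.54 (limma adjusted p = 0.0298 and 0.0244). *Tgfb1*, a gene of the cytokine list and not one of these 30, was at 2.29 (standard error 0.12, adjusted p = 0.000376). The 6 genes that rose include the cytokine gene *Tnf*, at 1.30 (standard error 0.23, adjusted p = 0.0203). For the list as a whole the median was -0.08, the mean 0.15 and the camera adjusted p 0.416, or 0.558 with an estimated correlation. Mean log2 intensities under 5 were those of *Plau*, *Plaur* and *Hbegf* in PBS livers, where the size of a change is uncertain. *Egf* was dim in both groups, at 4.33 in PBS and 4.02 in CSF1-Fc livers, so its lack of a call does not show that it was unchanged. Growth factor genes higher numbered 3 without PBS replicate 1 and 3 without PBS replicate 2. Growth factor genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 2 without CSF1-Fc replicate 3. Centred on liver secreted proteins, counts were 0 for growth factor genes lower. Unmoderated limma counts were 2 for growth factor genes higher and 0 for growth factor genes lower. Testing rows of 1 symbol, and array weights, gave counts of 3 and 5 for growth factor genes lower. No longer called without moderation were *Plau* (0.0549) and *Fgf1* (0.0823). Not called with centring on secreted proteins were *Fgf1* (0.0715). Calls ended, with the limma adjusted p in brackets, without PBS replicate 1 for *Fgf1* (0.0613), without PBS replicate 2 for *Fgf1* (0.0989) and without CSF1-Fc replicate 1 for *Fgf1* (0.0504).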

The CSF1-dependent expression of urokinase plasminogen activator (*Plau*) may be a key mediator in the response to CSF1-Fc, since this protease is required for the release and activation of hepatocyte growth factor.^36^ 

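Of 27 genes of the insulin, glucagon and growth hormone axis, 0 were higher, 8 were lower and 19 did not pass the test (0 higher and 13 lower when adjusted over the list alone), with a median log2 fold change of -0.67, camera adjusted p = 2.23e-05 and adjusted p = 0.208 with an estimated correlation. Beyond the receptors, the insulin receptor substrate *Irs2* was at -1.17 (standard error 0.18, adjusted p = 0.0127), the adiponectin receptor *Adipor2* at -0.99 (standard error 0.13, adjusted p = 0.00698) and *Igfals*, which stabilizes circulating IGF-1, at -0.92 (standard error 0.15, adjusted p = 0.0156). *Igf1* was at -0.10 (standard error 0.13, adjusted p = 0.729). Between the PBS livers the median difference of the list was -0.004, but single genes lay far apart. In PBS replicate 1, 2 of the genes were over 1 log2 unit higher than in PBS replicate 2 and 1 was over 1 unit lower. *Cish*, a gene of this list, was higher by 4.02 in PBS replicate 1. Axis genes higher numbered 1 without PBS replicate 1. Axis genes lower numbered 1 without PBS replicate 1, 0 without PBS replicate 2 and 1 without CSF1-Fc replicate 1. With centring on liver secreted proteins there were 0 for axis genes lower. Without moderation of the variance there were 0 for axis genes lower. On rows of 1 gene symbol and with array weights there were 12 and 13 for axis genes lower. Calls lost without moderation were those of *Irs2* (0.134), *Adipor2* (0.0608) and *Igfals* (0.116). Lost with arrays centred on secreted proteins were *Irs2* (0.0584), *Adipor2* (0.0778) and *Igfals* (0.117). By limma the adjusted p (in brackets) no longer passed without PBS replicate 1 for *Adipor2* (0.0736) and *Igfals* (0.118), without PBS replicate 2 for *Irs2* (0.0761), *Adipor2* (0.055) and *Igfals* (0.104) and without CSF1-Fc replicate 1 for *Irs2* (0.0522) and *Igfals* (0.0726).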

Insulin, glucagon,^37^ and growth hormone^38^ have also been implicated in liver regeneration, and all three receptors were down-regulated in the livers of CSF1-Fc treated mice. Both TNF*α* and IL-6, which were induced in the liver of treated mice, have been identified as initiators of liver regeneration after partial hepatectomy based upon inhibitory effects of anti-TNF*α* antibodies^39^ and defective regeneration in mice lacking IL-6^40^. These cytokines are presumably induced through encounter with microbial products arriving in the portal circulation, but the levels are not sufficient to produce systemic effects (**Figure 1**), nor local infiltration of granulocytes, nor induction of classical acute-phase genes.

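Among 25 genes of growth factor receptors and early regeneration, 4 were higher, 3 were lower and 18 did not pass the test (6 higher and 5 lower when adjusted over the list alone). The stress-response gene *Atf3* was at 1.62 (standard error 0.30, adjusted p = 0.0229) and the TWEAK receptor gene *Tnfrsf12a* at 1.41 (standard error 0.25, adjusted p = 0.02). The largest rise in the list, called or not, was that of *Myc*, at 2.17. Its log2 intensity was 8.09 in PBS replicate 1 and 5.39 in PBS replicate 2, against a mean of 8.91 in CSF1-Fc livers, so its size rests on PBS replicate 2. *Lifr*, a receptor of the IL-6 family, fell, at -1.09 (standard error 0.22, adjusted p = 0.0318), as did the HGF receptor gene *Met*, at -0.93 (standard error 0.18, adjusted p = 0.0281). The list had a median log2 fold change of -0.07, camera adjusted p = 0.559 and adjusted p = 0.776 with an estimated correlation, with a median below 0 and a test in the upward direction. Between the PBS livers it differed by a median of 0.26, PBS replicate 1 being the higher. Without PBS replicate 1 the list's median log2 fold change was 0.25, so the sign of its median rests on that mouse. Regeneration genes higher numbered 2 without PBS replicate 1, 0 without PBS replicate 2 and 1 without CSF1-Fc replicate 1. Regeneration genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1, 0 without CSF1-Fc replicate 2 and 6 without CSF1-Fc replicate 3. Counts after centring on liver secreted proteins were 0 for regeneration genes lower. The counts with no variance moderation were 0 for regeneration genes higher and 0 for regeneration genes lower. With rows of 1 gene symbol and with array weights, counts were 6 and 7 for regeneration genes higher and 5 and 6 for regeneration genes lower. Unmoderated, the limma adjusted p was above 0.05 for *Atf3* (0.207), *Tnfrsf12a* (0.187), *Lifr* (0.21) and *Met* (0.176). Centring on secreted proteins ended the calls of *Lifr* (0.0591) and *Met* (0.141). Single mice decided some calls, which were lost without PBS replicate 1 for *Atf3* (0.0556), *Tnfrsf12a* (0.0821), *Lifr* (0.186) and *Met* (0.114), without PBS replicate 2 for *Atf3* (0.163), *Tnfrsf12a* (0.152), *Lifr* (0.123) and *Met* (0.203), without CSF1-Fc replicate 1 for *Tnfrsf12a* (0.0733), *Lifr* (0.118) and *Met* (0.0795) and without CSF1-Fc replicate 2 for *Lifr* (0.0637) and *Met* (0.0534).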

CSF1 is itself cleared from the circulation by the liver.^8^ Liver regeneration does not occur in the CSF1 deficient *op/op* mouse^41^ and is also prevented by macrophage depletion using toxic liposomes.^42,43^ Together, these observations indicate that CSF1-dependent macrophages are necessary for liver regeneration. We reported elsewhere that prolonged anti-CSF1R antibody treatment can reduce the size of the liver.^4^ The surprising result herein is that CSF1-Fc treatment alone is sufficient to promote proliferation in an undamaged liver. The impact of CSF1-Fc treatment indicates that there is a simple feedback loop between circulating CSF1 availability, monocyte production and release by the BM, monocyte extravasation, and the size of the liver. The remarkable effect of CSF1-Fc on the liver (**Figure 7**) has clear implications for regenerative therapy. We reported previously that administration of CSF1-stimulated macrophages via the portal vein can promote repair in chronic liver injury.^44^ Our current data suggest that the same outcome may be achieved by the administration of the agonist alone without adverse effects.

In other regenerative medicine applications, increasing the size of the liver may, or may not, be desirable. It could improve the clearance of agents that mediate the pathology. The Fc conjugate will certainly improve the efficacy and viability of CSF1 as a treatment in the many other organ systems in which it has already been shown to have a beneficial effect^2^ and others such as heart^45^ and spinal cord,^46^ where macrophages are crucial to repair. Systemic CSF1 administration was recently found to be effective in protection against acute brain injury^47^ and promoted the clearance of beta-amyloid deposits in a mouse model of Alzheimer's disease.^48^ The CSF1-Fc provides a new and significantly more cost-effective reagent to extend these preclinical studies to large animals. We have established transgenic chicken lines that produce the protein in eggs to produce the large amounts of protein required for these studies (unpublished). An additional advantage of the Fc tag is that the protein can also be made using standard commercial protein expression, and readily purified by protein A affinity chromatography. Clearly applications in humans and companion animals will require the production of the appropriate species-specific reagents, but the pig offers many opportunities for preclinical evaluation.

Nevertheless, our data also demonstrate that treatment also has pleiotropic effects, most of which would be predicted from the complex phenotype of the *op/op* mouse. 

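Of 18 fasting response genes, 0 were higher, 6 were lower and 12 did not pass the test (0 higher and 12 lower when adjusted over the list alone), with a median log2 fold change of -0.96, camera adjusted p = 4.22e-06 and adjusted p = 0.25 with an estimated correlation. The PBS livers also stood apart for this list, with a median log2 difference of -0.29, PBS replicate 1 being the lower. *Vnn1* was at -1.75 (standard error 0.25, adjusted p = 0.00882) and the lipoprotein lipase inhibitor *Angptl4* at -1.68 (standard error 0.33, adjusted p = 0.0266), and *Pck1*, of gluconeogenesis, was at -1.37 (standard error 0.33, adjusted p = 0.0532). Of 8 urea cycle genes, 0 were higher, 4 were lower and 4 did not pass the test (0 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of -0.66, camera adjusted p = 0.000407 and adjusted p = 0.261 with an estimated correlation. For the urea cycle list too the PBS livers differed, by a median of -0.20, PBS replicate 1 being the lower. Of 20 genes of cholesterol synthesis, 0 were higher, 0 were lower and 20 did not pass the test (0 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of -0.07, camera adjusted p = 0.825 and adjusted p = 0.938 with an estimated correlation, and at an unadjusted p under 0.05 from limma, 0 were higher and 2 lower. The number lower was 1 with rows of 1 gene symbol and 2 with array weights. Fasting response genes lower numbered 1 without PBS replicate 2 and 2 without CSF1-Fc replicate 1. Urea cycle genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 1 without CSF1-Fc replicate 1 and 1 without CSF1-Fc replicate 2. Cholesterol synthesis genes lower numbered 1 without CSF1-Fc replicate 2. Counts after centring on liver secreted proteins were 1 for urea cycle genes lower. Fitted without variance moderation, counts were 0 for fasting response genes lower and 0 for urea cycle genes lower. Rows of 1 gene symbol and array weights gave 12 and 12 for fasting response genes lower. The unmoderated adjusted p was above 0.05 for *Vnn1* (0.142) and *Angptl4* (0.221). The limma adjusted p rose above 0.05 without PBS replicate 1 for *Vnn1* (0.0633) and *Angptl4* (0.0574), without PBS replicate 2 for *Vnn1* (0.0722) and *Angptl4* (0.18), without CSF1-Fc replicate 1 for *Angptl4* (0.0551) and without CSF1-Fc replicate 3 for *Angptl4* (0.051).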

The array data indicate a global effect on hepatocyte lipid and amino acid metabolism and on responsiveness to insulin and glucagon. Taking all of these findings together, CSF1 emerges as a central homeostatic regulator. Accordingly, therapeutic applications will need to proceed with caution.

## Materials and Methods

***Cloning and expression of pig CSF1-Fc.*** The sequence corresponding to the active fragment of pig CSF1 (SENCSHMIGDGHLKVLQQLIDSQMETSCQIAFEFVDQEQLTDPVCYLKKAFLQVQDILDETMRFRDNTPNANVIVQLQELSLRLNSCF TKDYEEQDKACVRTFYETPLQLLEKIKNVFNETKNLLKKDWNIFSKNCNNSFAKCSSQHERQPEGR) was linked to the hinge-CH3 region of the pig IgG1a sequence (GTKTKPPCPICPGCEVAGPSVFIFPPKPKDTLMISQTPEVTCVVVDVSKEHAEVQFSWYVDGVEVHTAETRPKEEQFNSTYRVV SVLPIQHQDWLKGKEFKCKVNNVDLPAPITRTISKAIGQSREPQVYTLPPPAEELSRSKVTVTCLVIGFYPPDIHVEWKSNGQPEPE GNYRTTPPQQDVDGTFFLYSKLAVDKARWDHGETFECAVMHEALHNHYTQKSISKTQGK). This entire region was codon optimized for mammalian expression by GeneArt (Invitrogen, Paisley, UK) and cloned into the expression plasmid pS00524 using HindIII and NotI restriction sites engineered into the 5′ and 3′ ends respectively. The resulting plasmid was sequenced to ensure ORF integrity and protein was expressed from transfected HEK293F or CHO cells.

***Isolation of pig CSF1-Fc fusion protein.*** Pig CSF1-Fc fusion protein produced under contract by Genscript Inc. Briefly, it was isolated using Protein A affinity chromatography. Briefly, conditioned medium from cell culture was centrifuged and loaded onto Protein A Sepharose that was equilibrated with PBS. Following loading, the column was washed with PBS and 35 mmol/l Na Acetate pH 5.5. Protein was eluted using a step gradient of 80% B Buffer (35 mmol/l Acetic acid, no pH adjustment), 85% B buffer, and 100% B buffer. The 80 and 85% B fractions were pooled based on lack of aggregated protein (analytical SEC) and the 100% B fraction was not included. Pooled protein was pH adjusted to 7.2 and dialyzed against PBS. Purity was assessed by mass spectrometry, and endotoxin was certified less than 10 EU/mg. The protein migrated as a single band of the expected Mr (85-90kD) on SDS-PAGE, and of 45–50kD under reducing conditions.

***Cell viability assay.*** Stable Ba/F3 cells expressing pig CSF1R^14^ were maintained in culture with complete RPMI supplemented with 10^4^ Units/ml rh-CSF1 prior to MTT assay. 2 × 10^4^ cells/well (Ba/F3 cells, or 5 × 10^4^ cells/well (pig BMM) of a 96 well plate were plated in triplicate or quadruplicate and treated (serial dilutions of pig CSF1 or CSF1-Fc were added to make a total volume of 100 μl per well. Cells were incubated for 48 hours at 37 °C, 5% CO_2_. For Ba/F3pCSF1R cells, 10 μl of MTT (Sigma Aldrich, St Louis, MO M5655) stock solution (5 mg/ml) was added directly to each well to achieve a final concentration of 0.5 mg/ml and incubated at 37 °C for 3 hours prior to solubilization overnight. For adherent pig BMM cells, the culture medium was replaced with 50 µl of 1 mg/ml MTT solution and incubated for 1 hour at 37 °C. The MTT solution was removed and tetrazolium salt solubilized with 100μl of solubilization agent (0.1 M HCL, 10% Triton X-100 and isopropanol) followed by incubation at 37 °C with 5% CO_2_ for 10 minutes. Plates were read at 570 nm with reference wavelength of 405 nm.

***Pig CSF1 and CSF1-Fc ELISA.*** Pig CSF1-Fc-fusion plasma levels were detected using an ELISA, developed in-house using human anti-CSF1 antibody (Abcam, ab9693) at 0.3 µg/mL and rabbit anti-pig IgG (Fc) biotinylated antibody (Alpha Diagnostic, 90440) at 1:5000 dilution. Standard protein was generated and purified in-house by Zoetis. Standards were added to each plate along with the samples resulting in an 11-point standard range of 2700 ng/mL–0.046 pg/mL. This allowed for quantitation of each sample to a standard curve on every assay plate. Assay detection was done using Pierce High Sensitivity Streptavidin-HRP (1:10,000 dilution) and TMB Microwell Peroxidase Substrate System solution (KPL).

***Pig CSF1-Fc pharmacokinetic study.*** Weaner age barrows (castrated male) (<14 kg) were assigned to three treatment groups receiving a single intravenous (i.v.) or subcutaneous (s.c.) dose as follows: 0.5 mg/kg CSF1 s.c. (*n* = 3), 1.2 mg/kg CSF1-Fc i.v. (*n* = 2) or 1.2 mg/kg CSF1-Fc s.c. (*n* = 2). Blood was collected from the jugular into EDTA tubes followed by separation of plasma. Serial plasma samples were obtained from each animal at predose and 5 minutes, 30 minutes and 1, 2, 4, 6, 8, 24, 48, and 72 hours postdose. CSF1 and CSF1-Fc plasma protein concentrations were quantitated using ELISA assays.

**In vivo *mouse study.*** *Csf1r*-EGFP^+^ (MacGreen), *Csf1r*-EGFP^-^ wild-type mice were bred, genotyped, and obtained from The Roslin Institute Biological Research Facility. C57BL/6 mice were purchased from Charles River Laboratories (UK). Approval was obtained from The Roslin Institute's and The University of Edinburgh's Protocols and Ethics Committees. The experiments were carried out under the authority of a UK Home Office Project Licence under the regulations of the Animals (scientific procedures) Act 1986. Male and female 6–10 week MacGreen (*n* = 8 per sex), and C57BL/6 mice (*n* = 12 per sex), were injected subcutaneously with either PBS (*n* = 24) or 1 mg/Kg pig CSF1-Fc (*n* = 24) for 4 days prior to sacrifice on day 5. Mice were weighed every day prior to injection and before cull. One mouse from each treatment group was tissue perfused with 4% PFA. Blood was collected by cardiac puncture.

***Bone marrow cells.*** Bones were stripped carefully of any tissue/muscle placed in 70% ethanol for 1 minute prior to PBS for 1 minute. The proximal and distal ends of the femur were cut and cells flushed with RPMI. Cells were re-suspended prior to centrifugation at 400*g* for 5 minutes and counted. Cells for FACS analysis were harvested as above and prepared at a concentration of 5 × 10^6^ cell/sample.

***Fluorescence-activated cell sorting.*** BM cells were washed, pelleted, and re-suspended in PBS containing 0.1% NaN_3_, 2% heat inactivated FCS, 0.1% BSA) with 2% heat inactivated normal mouse serum (200 µl/sample), and incubated on ice for 20 minutes. Following washes (PBS containing 0.1% NaN_3_, 0.2% heat inactivated FCS, 0.1% BSA: Lo-block), cells were re-suspended in the appropriate antibody or isotype control (1:200 of PE anti-mouse F4/80 Biolegend 122616, 1:200 PE anti-mouse Ly-6G/Ly-6C (Gr-1) Biolegend 108408 or 1:200 PE Rat IgG2b, k isotype control Biolegend 400608) and incubated for 30 minutes. Cells were re-suspended in 400 µl of Lo-block with 0.1% Sytox Blue (Invitrogen). Samples were analyzed on CyAn (Dako, Ely, UK) and analyzed using Summit 4.1 software (Dako).

The liver was perfused via the inferior vena cava and portal vein with PBS and then digested in 2 mg/ml collagenase D (Sigma Aldrich) at 37 °C for 30 minutes and passed through a 100 μm filter. A 7 minutes, 50G spin was performed to remove hepatocytes. Nonparenchymal cells were further purified using a 30% percoll (Sigma) gradient. Cells were stained with fixable viability die eFluor 780 then incubated with Fc block (TrustainfcX, Biolegend) prior to staining with CD45 (AF700, Biolegend) and F480 (PECy7, Biolegend). Cells were fixed and permeablized using BD Pharminogen BRDU flow kit then stained with antiBRDU (FITC, BD Pharminogen) and Ki67 (eF660, eBioscience). Flow cytometry was performed using the LSR Fortessa.

***Tissue processing.*** Tissues from perfusion-fixed *Csf1r*-EGFP^+^ mice were placed into 4% PFA for 2 hours followed by overnight incubation in 18% sucrose at 4 °C. The following day, tissues were embedded in Tissue-Tek OCT compound and frozen in isopentane. Frozen sections were cut (8–12 um thick) at −16 °C using LEICA cryostat and mounted with Dako fluorescent mounting medium (Dako). The fluorescence of the EGFP was visualized using Zeiss confocal and pictures taken under oil at 400x magnification. Additional tiled images composed of nine images as above were also generated. The total fluorescence was analyzed using Image J. Tissues from non-perfused mice were weighed and placed in 10% formal saline and RNALater. The left femur after thorough muscle and tissue stripping was placed in formalin at room temperature overnight followed by transfer into 70% ethanol the following day.

***Immunohistochemistry.*** For tissue histology, tissues were processed using Excelsior tissue processor (Thermo Fisher Scientific). Sections were then placed in moulds, embedded in paraffin wax 4 µm sections cut, and mounted onto slides (Superfrost Plus, Thermo Fisher Scientific). Antigen retrieval was performed in Proteinase K (Dako S302030) for 10 minutes at 25 °C. Non-specific protein binding was blocked using 2.5% goat serum for 20 minutes at room temperature (Vector Laboratories). Endogenous peroxidase activity was blocked using Dako REAL peroxidase blocker (Dako REAL blocking agent S202386) for 10 minutes following antibody incubations. Sections were incubated at room temperature for 30 minutes using rat anti-F4/80 (Serotec MCA497G) diluted 1/400 in TBST. Negative controls were carried out using rat IgG at the same concentration as the primary antibody. Visualisation was carried out using the secondary reagent Immpress anti rat HRP (Vector Labs MP-7444-15) for 15 minutes at room temperature followed by DAB (Newmarket Scientific Monosan Dab substrate kit Cat No. MON-APP177) for 10 minutes and DAB enhancer for 3 minutes (Newmarket Scientific DAB concentrate Cat No.CO7-25). For Proliferating Cell Nuclear Antigen sections were prepared as above on poly-L-lysine coated slides with antigen retrieved by boiling 10 mmol/L sodium citrate buffer followed by blocking for endogenous peroxidase activity with 3% H_2_O_2_ in methanol for 10 minutes. Immunohistochemistry was performed using PCNA staining kit (Invitrogen, 93–1143) as per manufacturer's instructions.

Mouse femurs were decalcified using 14% EDTA (pH7) for 3 days at room temperature, dehydrated, and embedded in wax for cutting of sections. TRAP^+^ cells were identified using an Acid Phosphatase kit (Sigma-Aldrich 387) according to manufacturer's instructions.

For detection of lysozyme in intestinal crypts, 4% paraformaldehyde-fixed sections were permeabilized with 50% methanol for 20 minutes before immunostaining with anti-lysozyme monoclonal antibody. Appropriate species and immunoglobulin isotype control antibody were used as controls. Species-specific Alexa-Fluor 594 (red; Invitrogen) secondary antibody dye was used and sections were counterstained with Alexa-647 Phalloidin (blue; Dako). Sections were mounted in fluorescent mounting medium (Dako) and examined using a Zeiss LSM5 confocal microscope (Zeiss, Welwyn Garden City).

For detection of macrophages in the testis, samples were fixed in 4% paraformaldehyde at 4 °C for 24 hours, and then moved to PBS, prior to analysis. Sections were deparaffinized, rehydrated, and antigen retrieved using a citrate buffer epitope retrieval method (10 Psi (0.68 atm), 125 °C, 30 minutes, in citrate buffer pH 6.0) before blocking of endogenous peroxidase and non-specific binding sites. Anti-Mac 2 (Cedarlane labs, Cat. No. CL8942) was applied at 1:500 in normal horse serum, and incubated at 4 °C for 24 hours, followed by incubation for secondary detection (Vector, immpressTM, Reagent Kit, Cat. No. MP-7401), for 1 hour. Samples were washed in TBS and DAB detection (Vector, ImmPACT Peroxidase Substrates, Cat. No. SK-4105) was used to resolve sites of immunolocalization, while hematoxylin was used as counterstain. Sections were then mounted for downstream analysis and visualized using an Olympus Research Microscope (AX70 Provis, Scotia, NY, USA, software: AxioVision Rel.4.8).

***Hormone assays.*** Quantification of circulating hormones was carried out as previously described.^49,50^

***Statistical analysis.*** Data on body weight changes, complete blood counts, organ weights, CSF1, CSF1-Fc, and IGF-1 ELISA were analyzed using a Mann–Whitney test or Kruskal–Wallis test with Dunn's multiple comparison test. Results are presented as either individual value with the mean ± standard error of the mean (SEM) or group mean ± SEM. All analyzes were performed using GraphPad Prism 5.0 (GraphPad Software Inc, San Diego, CA). A *P* value < 0.05 was considered statistically significant.

***Microarray.*** RNA was extracted from mouse liver using RNA Bee as per manufacturer's instructions. RNA integrity and quality was assessed using Following the RNA 6000 LabChip Kit (Agilent). Samples with a RNA integrity number greater than seven was used for microarray. Microarray was performed by ARK Genomics, The Roslin Institute. Total RNA of 50 ng was amplified using the Nugen Pico SL kit, 2.5 ug of the resulting cDNA was biotin labeled using the Nugen Encore labeling kit using the half volume protocol. The biotin labeled product was prepared for hybridisation according to the Nugen protocol for Affymetrix Gene Titan hybridisation, using the Affymetrix Gene Titan Hybridization Wash & Stain Kit for WT Array Plates (PN 901622). The samples were hybridized to Affymetrix Mouse Gene 1.1 ST Array plates using the appropriate Hyb-Wash-Scan protocol for this plate and the Gene Titan Hyb Wash Stain kit for the reagents (Affymetrix). Image generation and the resulting CEL files for analysis were produced in Affymetrix^®^ GeneChip^®^ Command Console^®^ Software (AGCC) version 3.0.1. Initial QCs were performed in Expression Console. The obtained AffymetrixCEL files were imported into the Genomics Suite software package version 6.13.0213 (Partek software. Copyright, ©2012. Partek Inc.)

Expression data from the liver +/− CSF1-Fc study was analyzed alongside that of BMDM data generated from the same strain of mice (C57BL/6) (see BMDM method below). A network analysis of the normalized expression data was performed using BioLayout *Express*^3D^. (www.biolayout.org) Using this tool, a Pearson correlation matrix of a transcript-to-transcript profile comparison was used to filter for expression correlation relationships of *r* ≥ 0.96 across the microarray samples. Nodes within the network graph represent transcripts and the edges between them represent expression correlations above the set threshold (*r* ≥ 0.96 in this case). To identify groups of tightly co-expressed genes, the graph was clustered using the graph-based clustering algorithm MCL set at an inflation value (which determines the granularity of the clusters) of 1.8. Gene lists associated with the clusters were exported for GO annotation analysis (Biological and Metabolic Processes Level-FAT) using the DAVID (Database for Annotation, Visualization and Integrated Discovery) tool. GEO accession No. GSE52636.

***BMDM production for microarray.*** BMDM were prepared as above from C57BL/6J mice and cultured for 6 days in RPMI 1640 (Sigma-Aldrich) supplemented with 10% heat inactivated fetal bovine serum (Sigma-Aldrich), 25 U/ml penicillin (Invitrogen), 25 μg/ml streptomycin (Invitrogen), and 2 mmol/l l-glutamine (Invitrogen) and 10,000 U/ml CSF1 on 10 cm^2^ bacteriological plastic plates. On day 6, cells were harvested, counted, re-suspended in complete medium with 10,000 U/ml CSF1, and seeded into 24-well tissue culture plates at a density of 200,000 cells/well. After 24 hours, (day 7) C57BL/6 derived macrophages were treated with 50 ng/ml LPS at harvested 8h post-treatment, or harvested as untreated (control) macrophages. GEO accession No. GSE44292

**SUPPLEMENTARY MATERIAL** **Figure S1.** Effect of pig CSF1-Fc on piglet growth and WBC counts. **Figure S2.** Effect of pig CSF1-Fc on intestine.

## Figures and Tables

**Figure 1:**
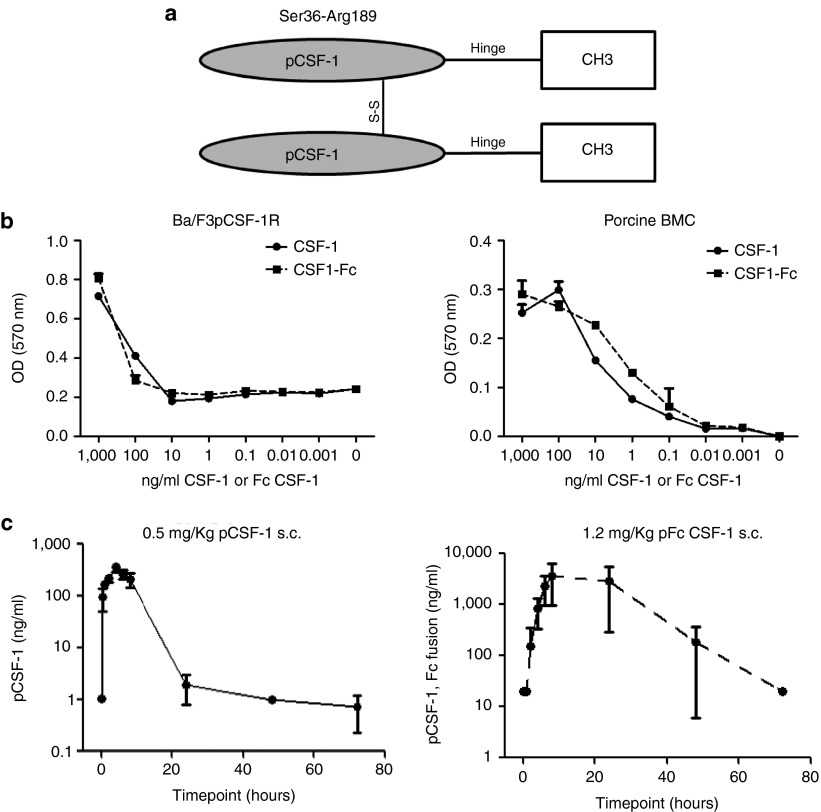
**Pig CSF1-Fc produces viable CSF1-dependent proliferation *in vitro* and has extended plasma half-life *in vivo*.** (**a**) CSF1-Fc molecule was produced by CSF1 joined to the hinge-CH3 region of pig IgG1a. (**b**) CSF1-dependent Ba/F3pCSF1R cells were cultured in rh-CSF1, harvested, washed twice in PBS, and plated for the optimized cell viability assay with either pig CSF1 or pig CSF1-Fc for 48 hours. Pig BM cells were flushed from an adult pig rib and placed in culture with either pig CSF1 or pig CSF1-Fc for 48 hours. Following addition of MTT solution and solubilization, optical density was read at 570nm using a plate reader. Results are the average of triplicate determinations ± SEM from three experiments. (**c**) Three weaner pigs were injected with either 0.5 mg/kg or 1.2 mg/kg pig CSF1 or Fc CSF1-Fc respectively and blood collected at time points above for CSF1 and Fc CSF1-Fc levels to be determined by ELISA. The mean ± SEM is graphed.

**Figure 2:**
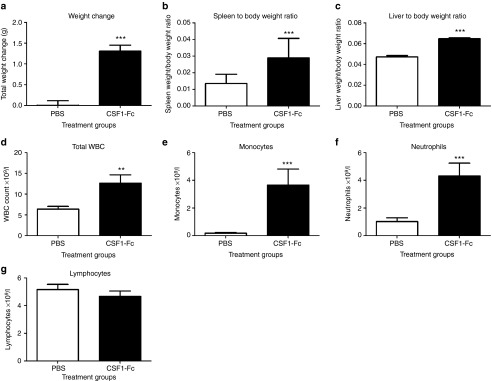
**Effect of CSF1-Fc on body weight, organ weights, and white blood cell counts.** Mice were injected with PBS or 1 µg/g pig CSF1-Fc for four days prior to sacrifice on day 5. Blood was collected into EDTA tubes post-mortem and complete blood count assessment performed. Graphs show the mean ± SEM. Significance is indicated by *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann–Whitney test. *n* = 20 mice per group for weights and *n* = 12 mice per group for blood cell counts (**a**) Body weight was recorded before each injection. Total body weight change over the duration of the experiment was graphed (**b**) Spleen/body weight ratio (**c**) Liver/body weight ratio (**d**) Total WBC count (**e**) Monocyte number (**f**) Neutrophil number (**g**) Lymphocyte number. PBS, phosphate-buffered saline.

**Figure 3:**
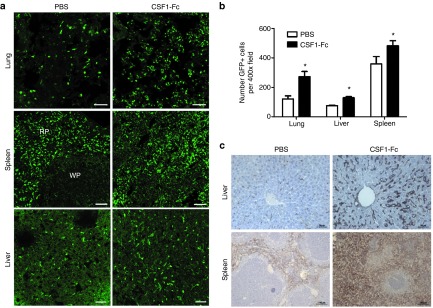
**Effect of CSF1-Fc on tissue macrophage populations.** Mice were injected with PBS or 1 µg/g pig CSF1-Fc for four days prior to sacrifice on day 5. (**a**) Organs from *Csf1r*-EGFP^**+**^ mice were removed post-mortem and frozen in OCT prior to cutting and examination of EGFP^**+**^ cells. Tiled images of 3 × 3 400x field of view were generated. Bar = 50µm RP, red pulp; WP, white pulp. (**b**) The total number of EGFP^**+**^ cells were calculated along with mean total fluorescence ± SEM from five representative images/mouse/organ. A Kruskal–Wallis test with Dunn's multiple comparison test was performed with significance set as *P < 0.05, **P < 0.01, ***P < 0.001. (**c**) Formalin fixed liver and spleen tissue was prepared and stained for F4/80. *n* = 12 mice per group. PBS, phosphate-buffered saline.

**Figure 4:**
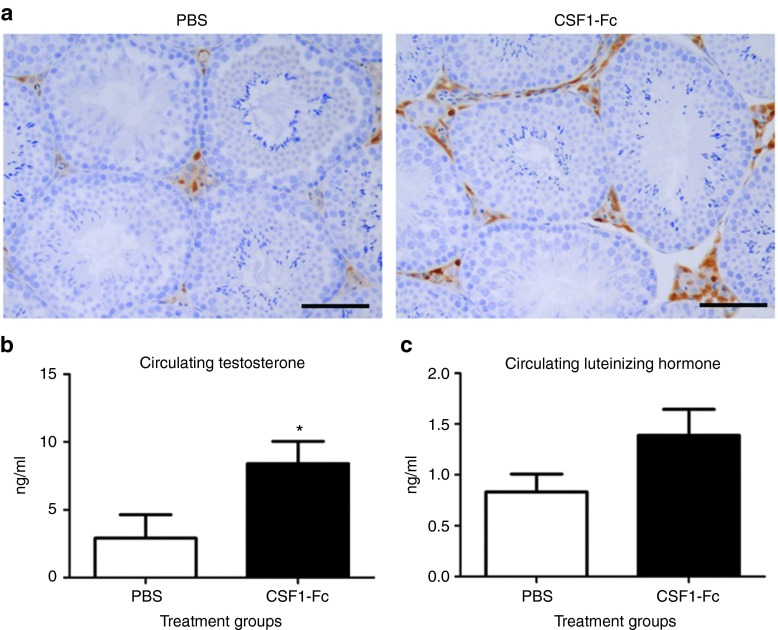
**Effect of pig CSF1-Fc on male reproductive tract.** Mice were injected with PBS or 1 µg/g pig CSF1-Fc for four days prior to sacrifice on day 5. Serum was collected as well as tissue, which was fixed and processed as described in materials and methods. Graphs show the mean ± SEM. Significance is indicated by *P < 0.05 using unpaired *t*-tests. (**a**) Representative sections show macrophages within the testicular interstitium, stained with a macrophage marker, Mac2. Bar = 50µM. (**b**) Serum levels of testosterone and (**c**) Luteinizing hormone.

**Figure 5:**
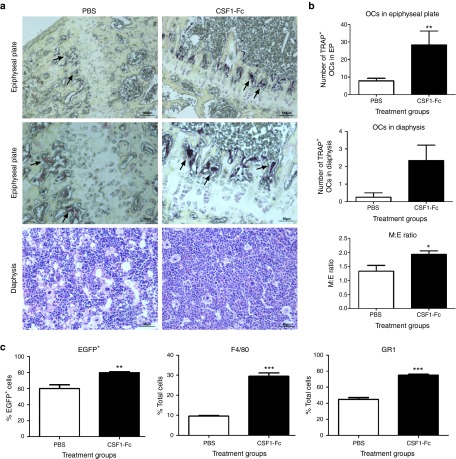
**Effect of pig CSF1-Fc on BM cells and bone.** Mice were injected with PBS or 1 µg/g pig CSF1-Fc for four days prior to sacrifice on day 5. The right femur from each mouse was harvested and prepared for histological examination. All graphs show the mean ± SEM. Significance is indicated by *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann–Whitney test. (**a**) TRAP IHC was performed. Black arrows represent OCL in epiphyseal plate. The number of positive cells in each section was counted. *n* = 4 mice/group. (**b**) The myeloid:erythroid ratio was determined and graphed. *n* = 4 mice/group. (**c**) BM cells were flushed from the femurs post-mortem and prepared for FACS as described in materials and methods. The percentage of F4/80 and Gr1 cell populations were determined by exclusion of dead cells using Sytox blue. *n* = 12 mice/group.

**Figure 6:**
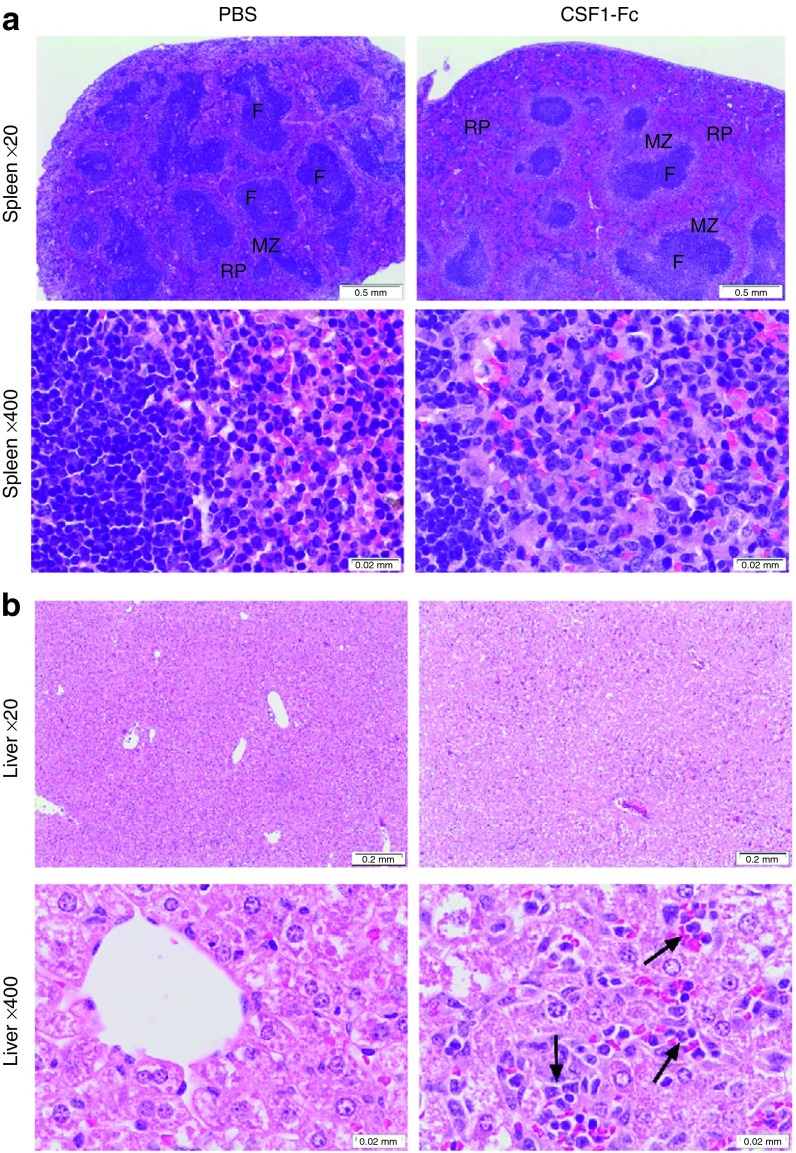
**Effect of pig CSF1-Fc on liver and spleen pathology.** Mice were injected with PBS or 1 µg/g pig CSF1-Fc for four days prior to sacrifice on day 5. The spleen (**a**) and liver (**b**) were removed post-mortem and placed in 10% formal saline prior to sections being cut and stained with H&E for blind histological examination. Representative images are shown. F, follicle; MZ, marginal zone; RP,red pulp. Arrows represent sinusoidal infiltrate.

**Figure 7:**
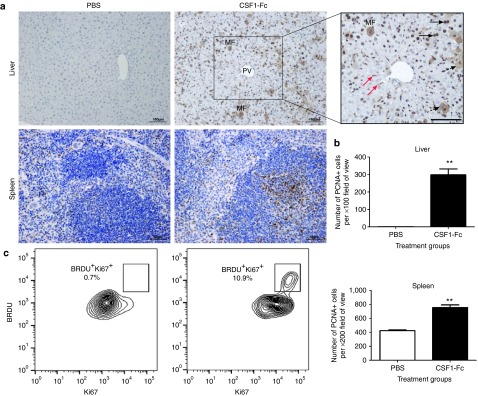
**Effect of pig CSF1-Fc on liver PCNA and Ki67 as markers of proliferation.** Mice were injected with PBS or 1 µg/g pig Fc CSF1-Fc for four days prior to sacrifice on day 5. (**a**) Following harvest of organs and preservation in 10% formal saline, 8 µm sections were cut and PCNA immunohistochemistry performed. Slides from each mouse were examined for the presence of PCNA^+^ cells (brown color) and a representative image is shown. Black arrow, bi-nucleate hepatocyte; dashed arrow, cytoplasmic PCNA staining; red arrow, Kupffer cells; MF, mitotic figure; PV, portal vein; Bar = 100µm. (**b**) The mean number of PCNA^+^ cells ± SEM is graphed. Significance is indicated by *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann–Whitney test. (**c**) Following PBS perfusion, the liver was removed, digested and non-parenchymal cells were purified. Live CD45^+^F4/80^+^ cells were stained for BRDU and Ki67.

**Figure 8:**
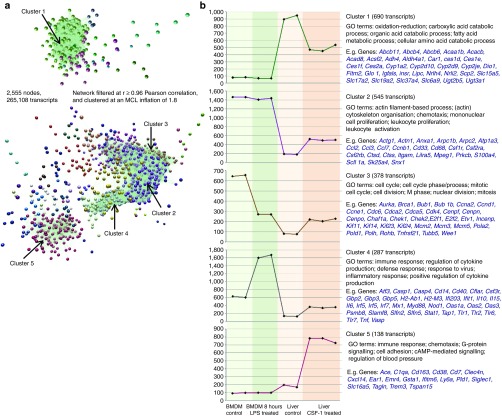
**Network analysis of liver transcripts post pig CSF1-Fc treatment.** Expression data for mouse livers +/- CSF1-Fc (*n* = 3) was analyzed alongside that of BMDM expression data (+/- LPS). (**a**) A network graph of transcript-to-transcript Pearson correlation relationships was filtered to show relationships of *r* ≥ 0.96, resulting in a graph of 2,555 nodes (transcripts) connected by 265,108 edges (Pearson correlation relationships). The graph was then clustered using the MCL clustering algorithm into groups of co-expressed genes. Nodes with the same color belong to the same cluster of co-expressed genes and tend to be highly connected within the network. (**b**) Expression data for five clusters with each point on the graph representing an individual mouse.

How the deposited data were processed for this re-analysis (not part of the article)

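Liver RNA of 2 PBS mice and 3 CSF1-Fc mice was measured on 1 array each. The deposited intensities are the authors' normalized values on a linear scale, one per transcript row, and the background correction, normalization and summarisation are not given in the sources used here. The paper names the scanning software, Expression Console for quality control (version 1.1 in the submitters' processing notes) and Partek Genomics Suite. The paper states that RNA was extracted with RNA Bee, and the sample labels name another reagent, Trizol. The bone marrow-derived macrophage arrays that the network of Figure 8 also used are not analysed here, so the clusters were not rebuilt.

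From the deposited intensities, log2 values were taken with no pseudocount and no filter. They were fitted with limma 3.58.1 in R 4.3.3 (lmFit, 1 mean per condition, eBayes with default settings), and p-values were adjusted by the Benjamini-Hochberg method over 35556 rows. The residual degrees of freedom were 3 and the prior degrees of freedom 3.34. The paper's text names no test or threshold for the arrays, and its general statistics section names rank tests for other measurements. Probes carrying 1 gene symbol covered 18820 genes, of which 1386 had several probes. Among the named genes, a few dim second probes of genes such as *Top2a* and *Kif11* did not pass the test. Samples were grouped by the labels, and the 2 PBS livers came from different mice than the CSF1-Fc livers.

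Before the data were examined, 49 gene lists were fixed from textbook knowledge: macrophage markers, Kupffer cell markers, inflammatory monocyte markers, neutrophil markers, T cell markers, B cell markers, NK cell markers, dendritic cell markers, erythroid markers, megakaryocyte and platelet markers, liver sinusoidal endothelial markers, hepatic stellate cell and fibrosis markers, cholangiocyte markers, S phase and replication genes, G2 and M phase genes, cell cycle inhibitors and D cyclins, acute phase proteins, liver secreted proteins, hepatocyte transcription factors, glycolysis and gluconeogenesis, amino acid catabolism, urea cycle, fatty acid oxidation and ketogenesis, fatty acid and triglyceride synthesis, cholesterol synthesis, bile acid synthesis and transport, drug metabolism phase II and esterases, interferon targets, cytokines, chemokines, hepatocyte growth factors and their activators, hepatocyte growth factor receptors and early regeneration genes, insulin glucagon and growth hormone axis, alternative activation markers, classical activation markers, lysosome and phagocytosis genes, Fc receptors and complement, MHC class II presentation, circadian clock genes, fasting response genes, male-biased liver genes, female-biased liver genes, sex chromosome genes, housekeeping genes, hypoxia and stress genes, iron handling, cytochrome P450 enzymes, solute carriers and ribosomal proteins. The cytochrome P450, solute carrier and ribosomal protein lists were filled by gene symbol. The paper's text and Figure 8 had been read, so members that it names are not independent evidence. Lists were tested with camera at a preset correlation of 0.01, with adjustment over the 49 lists. No list passed with an estimated correlation. Genes were named by a rule fixed at the same time: every gene the paper's text names, the 10 largest rises and 10 largest falls among genes past the threshold whose CSF1-Fc values all lay on one side of both PBS values, and in each list the 4 largest changes past the threshold, or the lowest p where none passed. Other genes named beside a count or a claim, namely *Apcs*, *C2*, *Camp*, *Ccl25*, *Ccr2*, *Cish*, *Ctsg*, *Elane*, *Fgf1*, *Gstm3*, *Kdm5d*, *Kif11*, *Lcn2*, *Ltf*, *Met*, *Mmp8*, *Mpo*, *Mt1*, *Mt2*, *Ngp*, *Nos2*, *Nr1h3*, *Orm2*, *Pck1*, *Prtn3*, *Ptgs2*, *Saa2*, *Socs2*, *Socs3*, *Stat3*, *Tifa*, *Top2a*, *Uty* and *Xist*, were chosen after their values were seen.

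Alternatives were quantile normalization, centring on the array median or on liver secreted proteins, filters on dim rows, rows with 1 symbol, the mean over probes, a variance trend with robust moderation, no moderation, array weights (statmod 1.5.0), the replicate number as a block, each mouse left out, other thresholds, and other list tests. The fit was tested on simulated data for this comparison over 35556 rows with 200 rows changed: 0 of 67 rows changed by 0.7 log2 units were recovered, 4 of 67 changed by 1 and 47 of 66 changed by 2, with 0 false calls. Recovery of small changes is lower in that simulation than where many rows change. No depth applies to arrays, and their number limits the precision.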

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

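The tests of blood content and of monocyte transcripts were chosen only after the result was seen, and the latter was made stricter after the outcome of its first form. Lists outside those that the paper discusses for the arrays, of which at least 50% of the genes rose, were Kupffer cell markers (81.2%), inflammatory monocyte markers (81.2%) and classical activation markers (62.5%), with MHC class II and neutrophil markers described below. The classical list is only partly outside, since 4 of its 16 genes are named by the paper. *Cd86* is counted in both the classical and the MHC class II lists, so these are not separate findings. Macrophage markers rose more than the classical list, by a median of 2.42. Classical markers higher numbered 4 without PBS replicate 1, 4 without PBS replicate 2 and 4 without CSF1-Fc replicate 1.

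Of 18 neutrophil markers, 13 were higher, 0 were lower and 5 did not pass the test (15 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.27, camera adjusted p = 2.09e-11 and adjusted p = 0.155 with an estimated correlation, whereas the paper reports from histology no infiltration of the liver by neutrophils. *Retnlg* was at 4.17 (standard error 0.36, adjusted p = 0.00101), *S100a8* at 3.97, *Mmp9* at 3.30 and *S100a9* at 3.22. The PBS livers differed for this list by a median of 0.22, PBS replicate 1 being the higher. In that mouse 4 of the 18 markers were over 1 log2 unit higher than in PBS replicate 2. Neutrophil markers higher numbered 7 without PBS replicate 2 and 7 without CSF1-Fc replicate 1. The markers that rose were 72.2% of the list, but with no variance moderation only 1 of the 18 was higher. At a mean log2 intensity under 5 were *Retnlg*, *Mmp9* and *S100a9* in PBS livers, where the size of a change is uncertain. Calls lost without moderation were those of *Retnlg* (0.0787), *S100a8* (0.127) and *Mmp9* (0.0581).

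More blood of unchanged globin content in the treated livers is argued against by the 4 bright probes shared by adult globin genes. Their median log2 fold change was -0.15, against 1.27 for the neutrophil markers. The paper reports a raised ratio of myeloid to erythroid cells in the marrow. More blood with less globin transcript therefore stays open and was not tested. Monocyte transcripts counted as neutrophil markers stay open: 3 of 4 genes of the later neutrophil granules rose (*Ngp*, *Camp* and *Mmp8*, while *Ltf* was at 0.91 (standard error 0.22, adjusted p = 0.0578)). An earlier form of the test, in which 6 of 8 granule genes rose against a bound of 4, argued against this explanation, but it included *Mpo*, *Elane*, *Prtn3* and *Ctsg*, which monocyte precursors share, and was replaced for that reason after its outcome had been seen. More neutrophils within the vessels may also contribute and was not tested here; the paper reports a rise of neutrophils in the blood of treated mice. Mean log2 intensities under 5 were those of *Ngp*, *Camp*, *Mmp8*, *Mpo*, *Prtn3* and *Ctsg* in PBS livers, where the size of a change is uncertain. Unmoderated, the limma adjusted p was above 0.05 for *Ngp* (0.1), *Camp* (0.136), *Mmp8* (0.0816), *Mpo* (0.228), *Prtn3* (0.273) and *Ctsg* (0.172). Calls ended, with the limma adjusted p in brackets, without PBS replicate 1 for *Camp* (0.119), *Mpo* (0.177) and *Ctsg* (0.16), without PBS replicate 2 for *Camp* (0.234), *Mpo* (0.179), *Prtn3* (0.204) and *Ctsg* (0.153), without CSF1-Fc replicate 1 for *Camp* (0.121), *Mpo* (0.122), *Prtn3* (0.141) and *Ctsg* (0.0619), without CSF1-Fc replicate 2 for *Prtn3* (0.0906) and without CSF1-Fc replicate 3 for *Camp* (0.057) and *Mpo* (0.0677).

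Of 10 genes of MHC class II presentation, 8 were higher, 0 were lower and 2 did not pass the test (8 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.24, camera adjusted p = 9.13e-09 and adjusted p = 0.155 with an estimated correlation, led by *Cd86* and *H2-DMa* at 3.00 and 2.90. The genes that rose were 80.0% of the list, and macrophage markers rose in the same livers (27 of 28, median 2.42). Between the PBS livers this list had the largest median difference of the 49, 0.38 higher in PBS replicate 1. MHC class II genes higher numbered 5 without PBS replicate 1, 4 without PBS replicate 2 and 5 without CSF1-Fc replicate 1. The counts with no variance moderation were 1 for MHC class II genes higher. The unmoderated adjusted p was above 0.05 for *H2-DMa* (0.116).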

How the results depend on the processing

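The count of 2052 transcripts higher and 1133 lower, of 283 list genes higher and 168 lower, and of 26 genes past the threshold among the 33 that the paper's text names, moved most for falls. Higher and lower in turn, there were 1214 and 196 transcripts, 205 and 34 list genes and 16 of the paper's genes without PBS replicate 1, 1079 and 134 transcripts, 184 and 18 list genes and 17 of the paper's genes without PBS replicate 2, 1330 and 309 transcripts, 210 and 41 list genes and 18 of the paper's genes without CSF1-Fc replicate 1 and 2053 and 1768 transcripts, 278 and 212 list genes and 26 of the paper's genes without CSF1-Fc replicate 3; a lone PBS mouse is then assumed to vary like the CSF1-Fc group. No gene past the threshold changed sign when a mouse was left out, but none could have. In all 2313 of these genes the CSF1-Fc values lay on one side of both PBS values, so this does not test stability. With no variance moderation there were 550 higher and 127 lower transcripts, 76 and 18 list genes and 6 of the paper's genes. Array weights gave 3416 and 3805 transcripts and 315 list genes lower. Testing rows with 1 gene symbol gave 1772 transcripts and 282 list genes lower. Centring arrays on liver secreted proteins gave 234 transcripts and 48 list genes lower; it moved the median log2 fold change of all rows from -0.08 to 0.17 and the share of rises among calls from 64.4% to 90.2%, so a fall is relative to the scaling of the deposited values. At an unadjusted p under 0.05 there were 3737 higher and 4564 lower. Numbers lower were 2392 with 1.5-fold added, 547 with 2-fold added, 393 at an adjusted p under 0.05 with 2-fold and 2205 at an adjusted p under 0.1. Camera called 21 lists higher and 12 lower; with an estimated correlation it called 0 and 0, with a lowest adjusted p of 0.104 and 11 higher and 2 lower at an unadjusted p under 0.05, while fry, which does not compare a list with other genes, called 22 and 15. The cause was not tested for the other settings. The labels number the mice within each group, and the numbers do not pair them, since the groups hold different mice. With the replicate number as a block there were 1577 higher and 927 lower, and deviations from the group means correlated at -0.07 for replicates numbered 1 and -0.25 for those numbered 2. The signal of dim probes such as *Il6* (3.33 in PBS livers, where 17.1% of rows lie at or below it) limits what their fold changes show.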

Differences from the paper's values

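The paper counts 2969 transcripts as differentially expressed, 1020 repressed and 1948 induced, and its text states no threshold. The counts here at an adjusted p under 0.05 were 3185, 1133 and 2052, each within 1.5 times the paper's value. With no variance moderation they were 677, 127 and 550, and with array weights 7221, 3805 and 3416, all outside that range. Also outside it were the numbers lower with centring on liver secreted proteins (234) and with rows of 1 gene symbol (1772). The counts thus depend on the processing. They depend on single mice: 1214 were higher and 196 lower without PBS replicate 1, 1079 and 134 without PBS replicate 2, 1330 and 309 without CSF1-Fc replicate 1 and 2053 and 1768 without CSF1-Fc replicate 3.

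The paper places IL-1 among the cytokines that rose. *Il1a* rose, at 1.52 (standard error 0.17, adjusted p = 0.00307) from limma, while *Il1b* was at 0.02 (standard error 0.18, adjusted p = 0.963), and no alternative called *Il1b*. It also places *Cxcl16* among the genes that rose. *Cxcl16* was at 0.86 (standard error 0.20, adjusted p = 0.0541), and it passed the threshold with rows above the lower quartile in 2 arrays (adjusted p = 0.0468), with rows above the median of row means (adjusted p = 0.03), with rows of 1 gene symbol (adjusted p = 0.0127) and with array weights (adjusted p = 0.0421), all set before the data were examined. Its adjusted p ranged from 0.0127 to 0.249 over the alternatives. The other cytokine, chemokine and interferon target genes that the paper's text names, among them *Tnf*, *Il6*, *Il10*, *Cxcl10*, *Oas1a*, *Gbp3*, *Ifit1* and *Irf7*, were higher here too. Calls lost without moderation were those of *Il1a* (0.0783), *Tnf* (0.182), *Il6* (0.138), *Il10* (0.176), *Cxcl10* (0.226), *Oas1a* (0.065), *Ifit1* (0.141) and *Irf7* (0.0551). By limma the adjusted p (in brackets) no longer passed without PBS replicate 1 for *Tnf* (0.0515), *Il6* (0.146), *Il10* (0.139), *Cxcl10* (0.101) and *Ifit1* (0.0544), without PBS replicate 2 for *Tnf* (0.152), *Il6* (0.0643), *Il10* (0.126), *Cxcl10* (0.199) and *Ifit1* (0.171), without CSF1-Fc replicate 1 for *Tnf* (0.0643), *Il6* (0.0847), *Il10* (0.0783), *Cxcl10* (0.109) and *Ifit1* (0.0899) and without CSF1-Fc replicate 2 for *Cxcl10* (0.056).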

Other observations

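The tests of array scaling, of a CSF1-Fc liver under a PBS label, of equal dilution and of the PBS livers list by list were chosen only after the result was seen. Iron handling genes were mixed, with a median log2 fold change of -0.01. Those that rose included *Spic*, a regulator of red pulp macrophages, at 2.71 (standard error 0.13, adjusted p = 0.000357) and the iron exporter *Slc40a1* at 1.81 (standard error 0.13, adjusted p = 0.000596); iron handling had 8 higher and 1 lower of 23 (8 and 2 when adjusted over the list alone, camera adjusted p = 0.0305, and adjusted p = 0.288 with an estimated correlation). Lysosome and phagocytosis genes had 10 higher and 0 lower of 27 (14 and 2 when adjusted over the list alone, camera adjusted p = 7.82e-06, and adjusted p = 0.235 with an estimated correlation), with *Trem2* at 3.09, and Fc receptors and complement 10 higher and 1 lower of 22 (10 and 3 when adjusted over the list alone, camera adjusted p = 0.000773, and adjusted p = 0.201 with an estimated correlation), where Fc receptor and C1q genes such as *Fcgr1* (3.66) rose and *C2* (-0.85) fell. Genes that male livers express more had 0 higher and 9 lower of 21 (0 and 15 when adjusted over the list alone, camera adjusted p = 1.61e-06, and adjusted p = 0.124 with an estimated correlation), with *Bcl6* at -2.42 and *Moxd1* at -2.05, and female-biased genes 1 higher and 1 lower of 19 (1 and 1 when adjusted over the list alone, camera adjusted p = 0.891, and adjusted p = 0.909 with an estimated correlation). Iron handling genes higher numbered 5 without PBS replicate 2 and 5 without CSF1-Fc replicate 1. Iron handling genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 2. Lysosome genes higher numbered 5 without PBS replicate 2. Fc receptor and complement genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1, 0 without CSF1-Fc replicate 2 and 2 without CSF1-Fc replicate 3. Male-biased genes lower numbered 4 without PBS replicate 1, 2 without PBS replicate 2 and 4 without CSF1-Fc replicate 1. Female-biased genes higher numbered 0 without PBS replicate 1, 0 without PBS replicate 2 and 0 without CSF1-Fc replicate 1. Female-biased genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 2. Counts after centring on liver secreted proteins were 0 for iron handling genes lower, 0 for Fc receptor and complement genes lower, 5 for male-biased genes lower, 2 for female-biased genes higher and 0 for female-biased genes lower. Fitted without variance moderation, counts were 3 for iron handling genes higher, 0 for iron handling genes lower, 3 for lysosome genes higher, 5 for Fc receptor and complement genes higher, 0 for Fc receptor and complement genes lower, 2 for male-biased genes lower, 0 for female-biased genes higher and 0 for female-biased genes lower. Rows of 1 gene symbol and array weights gave 2 and 3 for iron handling genes lower, 2 and 3 for lysosome genes lower, 1 and 4 for Fc receptor and complement genes lower, 14 and 15 for male-biased genes lower and 2 and 1 for female-biased genes higher. Unmoderated, the limma adjusted p was above 0.05 for *C2* (0.215), *Bcl6* (0.199) and *Moxd1* (0.197). In PBS replicates 1 and 2, *Bcl6* was at log2 intensities of 8.18 and 9.40 and *Moxd1* at 9.05 and 7.81, so the controls lay apart for both. Centring on secreted proteins ended the calls of *C2* (0.149). Single mice decided some calls, which were lost without PBS replicate 1 for *C2* (0.112), without PBS replicate 2 for *C2* (0.281) and *Bcl6* (0.0818), without CSF1-Fc replicate 1 for *C2* (0.149) and *Moxd1* (0.0781) and without CSF1-Fc replicate 2 for *C2* (0.0787).

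Markers of other cells were mixed. B cell markers had 4 higher and 0 lower of 14 (6 and 0 when adjusted over the list alone, camera adjusted p = 2.23e-05, and adjusted p = 0.149 with an estimated correlation), NK cell markers 4 higher and 0 lower of 13 (9 and 0 when adjusted over the list alone, camera adjusted p = 4.23e-06, and adjusted p = 0.221 with an estimated correlation), dendritic cell markers 4 higher and 0 lower of 15 (6 and 0 when adjusted over the list alone, camera adjusted p = 0.0006, and adjusted p = 0.155 with an estimated correlation) and T cell markers 2 higher and 0 lower of 14 (2 and 1 when adjusted over the list alone, camera adjusted p = 0.0835, and adjusted p = 0.496 with an estimated correlation). Sinusoidal endothelial markers had 1 higher and 4 lower of 19 (3 and 8 when adjusted over the list alone, camera adjusted p = 0.0103, and adjusted p = 0.363 with an estimated correlation), stellate cell and fibrosis markers 2 higher and 2 lower of 19 (2 and 3 when adjusted over the list alone, camera adjusted p = 0.133, and adjusted p = 0.416 with an estimated correlation), with *Acta2* at 1.99, cholangiocyte markers 0 higher and 0 lower of 9 (0 and 1 when adjusted over the list alone, camera adjusted p = 0.129, and adjusted p = 0.418 with an estimated correlation), megakaryocyte and platelet markers 3 higher and 0 lower of 8 (3 and 0 when adjusted over the list alone, camera adjusted p = 0.0835, and adjusted p = 0.363 with an estimated correlation) and erythroid markers 0 higher and 1 lower of 11 (0 and 1 when adjusted over the list alone, camera adjusted p = 0.29, and adjusted p = 0.756 with an estimated correlation). Circadian clock genes had 0 higher and 3 lower of 15 (2 and 6 when adjusted over the list alone, camera adjusted p = 0.133, and adjusted p = 0.361 with an estimated correlation), solute carriers 28 higher and 38 lower of 359 (35 and 63 when adjusted over the list alone, camera adjusted p = 0.129, and adjusted p = 0.343 with an estimated correlation), hypoxia and stress genes 2 higher and 1 lower of 20 (4 and 4 when adjusted over the list alone, camera adjusted p = 0.442, and adjusted p = 0.558 with an estimated correlation), housekeeping genes 2 higher and 0 lower of 15 (3 and 1 when adjusted over the list alone, camera adjusted p = 0.0305, and adjusted p = 0.221 with an estimated correlation), sex chromosome genes 0 higher and 0 lower of 4 (0 and 0 when adjusted over the list alone, camera adjusted p = 0.167, and adjusted p = 0.343 with an estimated correlation) and ribosomal proteins 1 higher and 0 lower of 71 (0 and 0 when adjusted over the list alone, camera adjusted p = 9.01e-13, and adjusted p = 0.406 with an estimated correlation) with a median log2 fold change of 0.48. Among cholangiocyte markers, at an unadjusted p under 0.05 from limma, 0 were higher and 2 lower, and among sex chromosome genes at an unadjusted p under 0.05 from limma, 0 were higher and 2 lower. Cholangiocyte markers lower were 1 with rows of 1 gene symbol and 2 with array weights. NK cell markers higher numbered 2 without PBS replicate 1, 2 without PBS replicate 2 and 2 without CSF1-Fc replicate 1. Dendritic cell markers higher numbered 2 without PBS replicate 1, 0 without PBS replicate 2 and 2 without CSF1-Fc replicate 1. Liver sinusoidal endothelial markers higher numbered 0 without PBS replicate 1 and 0 without PBS replicate 2. Liver sinusoidal endothelial markers lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 1 without CSF1-Fc replicate 1 and 7 without CSF1-Fc replicate 3. Hepatic stellate cell and fibrosis markers higher numbered 1 without PBS replicate 1 and 1 without PBS replicate 2. Hepatic stellate cell and fibrosis markers lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 2. Cholangiocyte markers lower numbered 2 without CSF1-Fc replicate 3. Erythroid markers lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 3. Circadian clock genes higher numbered 1 without CSF1-Fc replicate 1. Circadian clock genes lower numbered 0 without PBS replicate 1 and 0 without PBS replicate 2. Solute carriers lower numbered 8 without PBS replicate 1, 4 without PBS replicate 2 and 10 without CSF1-Fc replicate 1. Hypoxia and stress genes higher numbered 4 without PBS replicate 1. Hypoxia and stress genes lower numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1 and 0 without CSF1-Fc replicate 2. Housekeeping genes higher numbered 1 without PBS replicate 1, 0 without PBS replicate 2, 1 without CSF1-Fc replicate 1 and 1 without CSF1-Fc replicate 3. Housekeeping genes lower numbered 1 without CSF1-Fc replicate 3. Ribosomal proteins higher numbered 0 without PBS replicate 1, 0 without PBS replicate 2, 0 without CSF1-Fc replicate 1, 0 without CSF1-Fc replicate 2 and 5 without CSF1-Fc replicate 3. Counts after centring on liver secreted proteins were 2 for liver sinusoidal endothelial markers higher, 1 for liver sinusoidal endothelial markers lower, 0 for hepatic stellate cell and fibrosis markers lower, 0 for erythroid markers lower, 1 for circadian clock genes higher, 0 for circadian clock genes lower, 13 for solute carriers lower, 0 for hypoxia and stress genes lower and 0 for ribosomal proteins higher. Unmoderated limma counts were 2 for B cell markers higher, 1 for NK cell markers higher, 0 for dendritic cell markers higher, 1 for T cell markers higher, 0 for liver sinusoidal endothelial markers higher, 1 for liver sinusoidal endothelial markers lower, 0 for hepatic stellate cell and fibrosis markers higher, 0 for hepatic stellate cell and fibrosis markers lower, 1 for megakaryocyte and platelet markers higher, 0 for erythroid markers lower, 0 for circadian clock genes lower, 11 for solute carriers higher, 6 for solute carriers lower, 0 for hypoxia and stress genes higher, 0 for hypoxia and stress genes lower and 1 for housekeeping genes higher. Testing rows of 1 symbol, and array weights, gave counts of 6 and 8 for NK cell markers higher, 5 and 8 for dendritic cell markers higher, 1 and 1 for T cell markers lower, 2 and 2 for liver sinusoidal endothelial markers higher, 8 and 10 for liver sinusoidal endothelial markers lower, 4 and 5 for hepatic stellate cell and fibrosis markers lower, 1 and 2 for erythroid markers higher, 2 and 0 for circadian clock genes higher, 6 and 6 for circadian clock genes lower, 36 and 46 for solute carriers higher, 68 and 73 for solute carriers lower, 4 and 5 for hypoxia and stress genes higher, 4 and 3 for hypoxia and stress genes lower, 3 and 5 for housekeeping genes higher, 1 and 1 for housekeeping genes lower and 15 and 25 for ribosomal proteins higher. The unmoderated adjusted p was above 0.05 for *Acta2* (0.0769).

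In PBS replicate 1, 7 of 29 acute phase genes were over 1 log2 unit higher than in PBS replicate 2, against 0.313% of all genes and 4 of 18 neutrophil markers, the next most of any list. By the median the list was not singular: its difference was 0.18, and 10 of 49 lists had a larger one. Among them were MHC class II genes (0.38), interferon targets (0.26) and macrophage markers (0.19). Fasting response genes (-0.29) and amino acid catabolism (-0.18) lay the other way. In these named lists PBS replicate 1 differed from PBS replicate 2 in the direction of the CSF1-Fc livers. Other lists that rose after CSF1-Fc hardly differed between the PBS livers. Examples were G2 and M phase genes (-0.004), S phase genes (-0.008) and inflammatory monocyte markers (0.02). The acute phase list itself had a median log2 fold change of -0.21 after CSF1-Fc, the opposite direction. Genes of growth factor receptors and early regeneration differed by 0.26 between the PBS livers. Their median log2 fold change after CSF1-Fc was -0.07, so they did not share the direction of the named lists either. A CSF1-Fc liver under a PBS label is argued against by the macrophage markers, whose difference between the PBS livers had an upper quartile of 0.43. The median difference over all rows was -0.0138, so little offset between the 2 arrays remained in the deposited values. These are already normalized, so that median cannot decide whether a scaling difference contributed. A candidate explanation is an IL-6 and STAT3 response in that mouse, which a comparison of 1 mouse with 1 mouse cannot decide. The median difference of 12 other STAT3 targets, listed before their values were seen, was 0.22. It lay at percentile 99.4 of 10000 random lists matched on expression. However, 11 of the 49 lists lay above that percentile, so it does not set these targets apart. The targets ranged from -0.20 (*Stat3*) over 0.85 (*Tifa*) to 1.97 (*Socs3*), with 8 of 12 above 0. *Cish* and *Socs2*, targets of STAT5, were higher by 4.02 and 2.07 in the same mouse, so another response stays open, which was not tested, and the labels give no condition that separates the 2 mice.

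Secreted protein transcripts had a median closer to 0 than metabolic transcripts, with 26 of 33 below 0 but 0 past the limma threshold (5 at an unadjusted p under 0.05). Equal dilution of all hepatocyte transcripts as the whole cause of the metabolic falls is argued against, since between log2 8 and 12 the median of 12 secreted protein genes lay 0.47 above that of 142 metabolic genes; their medians were -0.32 and -0.79, and the upper quartile of the latter (-0.55) lies only just below the lower quartile of the former (-0.53), so a smaller dilution stays open. Compressed signal near the top of the scale may hide part of a fall in the brightest genes such as *Alb*: metabolic genes above log2 12 had a median of -0.33, 0.43 above that of genes between 9 and 12. These are comparisons across genes, which are not independent replicates.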
